# Membrane potential drives the exit from pluripotency and cell fate commitment via calcium and mTOR

**DOI:** 10.1038/s41467-022-34363-w

**Published:** 2022-11-05

**Authors:** Emily Sempou, Valentyna Kostiuk, Jie Zhu, M. Cecilia Guerra, Leonid Tyan, Woong Hwang, Elena Camacho-Aguilar, Michael J. Caplan, David Zenisek, Aryeh Warmflash, Nick D. L. Owens, Mustafa K. Khokha

**Keywords:** Pluripotency, Embryology, Mesoderm, Ion channel signalling

## Abstract

Transitioning from pluripotency to differentiated cell fates is fundamental to both embryonic development and adult tissue homeostasis. Improving our understanding of this transition would facilitate our ability to manipulate pluripotent cells into tissues for therapeutic use. Here, we show that membrane voltage (V_m_) regulates the exit from pluripotency and the onset of germ layer differentiation in the embryo, a process that affects both gastrulation and left-right patterning. By examining candidate genes of congenital heart disease and heterotaxy, we identify *KCNH6*, a member of the ether-a-go-go class of potassium channels that hyperpolarizes the V_m_ and thus limits the activation of voltage gated calcium channels, lowering intracellular calcium. In pluripotent embryonic cells, depletion of *kcnh6* leads to membrane depolarization, elevation of intracellular calcium levels, and the maintenance of a pluripotent state at the expense of differentiation into ectodermal and myogenic lineages. Using high-resolution temporal transcriptome analysis, we identify the gene regulatory networks downstream of membrane depolarization and calcium signaling and discover that inhibition of the mTOR pathway transitions the pluripotent cell to a differentiated fate. By manipulating V_m_ using a suite of tools, we establish a bioelectric pathway that regulates pluripotency in vertebrates, including human embryonic stem cells.

## Abstract (web summary)

The plasma membrane’s electrical potential is maintained by ion channels, though the impact of this potential on cell fate has not been clearly elucidated. Here they show that changes in membrane potential can affect calcium levels and mTOR in pluripotent stem cells, altering their transition from pluripotency to differentiation.

## Introduction

Action potentials are fundamental to the function of excitable cells, including neurons, cardiomyocytes, and pancreatic cells. They are produced through tightly orchestrated changes in the membrane potential (V_m_). However, most animal cells, excitable or not, have a resting state V_m_ (resting membrane potential) that depends on (a) the permeability of the plasma membrane for each ion (*p* in the Goldman-Hodgkin-Katz (GHK) equation, Fig. 1a, indicating the number of active ion channels), and (b) the driving force for each ion across the plasma membrane, determined by its electrochemical gradient (e.g., [K]_i_ vs. [K]_o_ in GHK equation). Although molecules that influence membrane potential have established roles in excitable tissues, their functions in embryonic or adult “non-excitable” tissues are emerging. For example, ion channels and pumps appear to be crucial for the formation of the left-right (LR) body axis^1^. While the vertebrate body plan may appear symmetrical across the LR axis, some of our internal organs, including the heart and gut, require asymmetry across the LR axis for proper formation or function. Chemical inhibition or overexpression of ion channels or pumps disrupt the proper alignment of internal organs along the left-right axis and affect global LR patterning^2–7^. Notably, using voltage sensitive dyes, V_m_ appears to vary across the developing embryo suggesting it could play instructive roles^3,6,8^. There is now a growing field that has implicated V_m_ in various embryonic contexts including Drosophila wing patterning^8,9^, craniofacial morphogenesis^10,11^, and chondrogenesis^12,13^ as well as the differentiation of excitable tissues such as muscle cells and neurons^14^. A challenge in the field is connecting changes in V_m_ to voltage responsive effectors that lead to the gene expression changes that pattern the embryo.

**Fig. 1:**
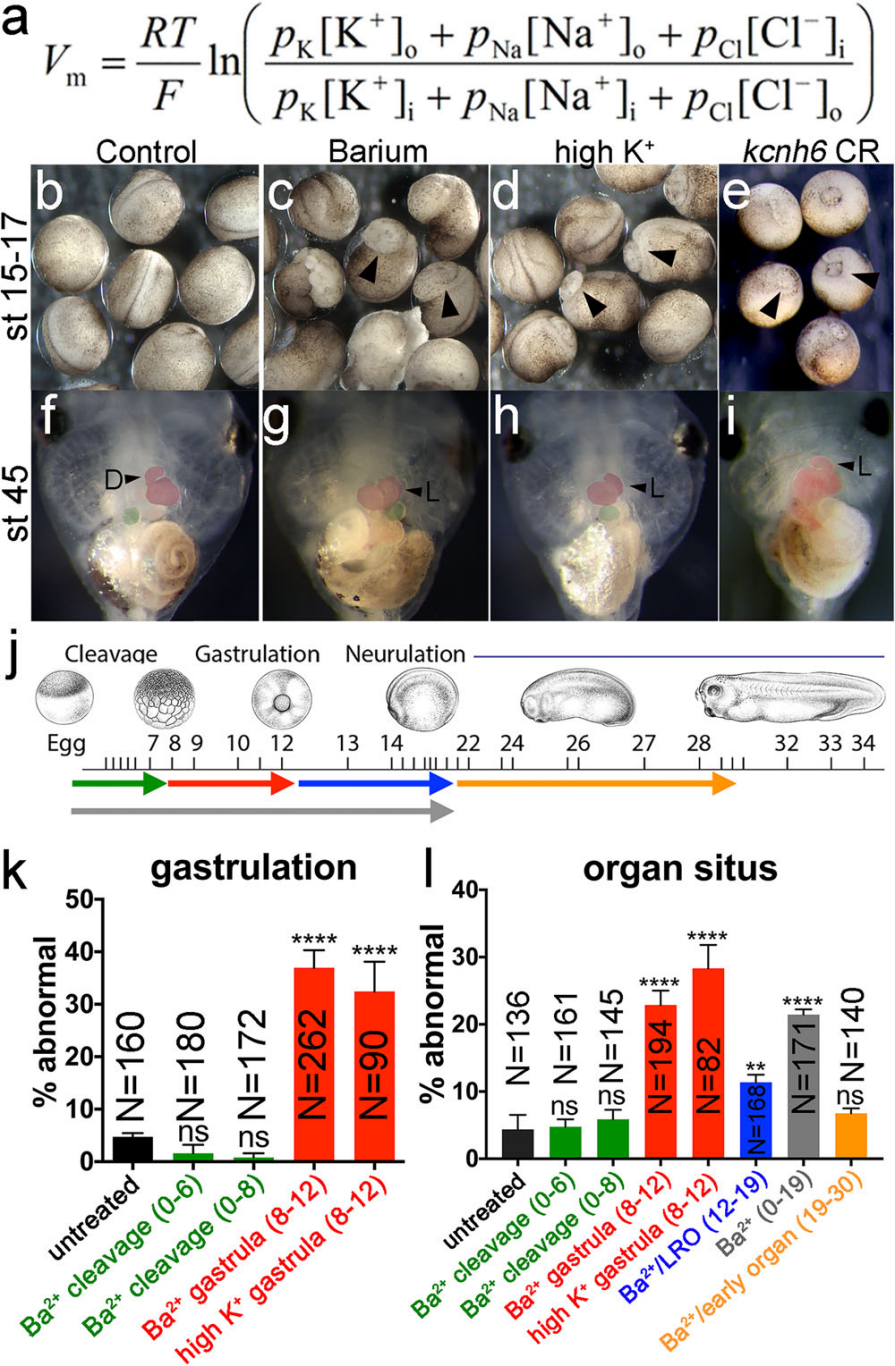
Membrane potential is important for gastrulation and LR patterning. **a** GHK equation for V_m_; R = gas constant, T = temperature, F = Faraday’s constant, *p* = permeability for each ion, [X]_o_ = ion concentration outside of cell, [X]_i_ = ion concentration inside the cell. **b**–**i** Effects of depolarizing treatments (barium chloride and high K^+^) and *kcnh6* depletion on gastrulation (**b**–**e**; stage 15–17 embryos; arrowheads indicate incomplete blastopore closure) and organ *situs* (**f**–**i**; stage 45 tadpoles; ventral views; arrowheads indicate normal (D) and inverse (L) heart looping). **j** Different stages of barium chloride application (color key in **j** for bar graphs **k** and **l**; green = cleavage stages (stages 0–6 or 0–8); red = gastrulation (stages 8–12); blue = LRO signaling (stages 12–19); orange = early organogenesis (stages 19–30); gray = cleavage through LRO signaling (stages 0–19). *Xenopus* illustrations © Natalya Zahn (2022) from Xenbase (www.xenbase.org RRID:SCR_003280). **k**, **l** Percentages of embryos with incomplete blastopore closure at stage 15 (**k**) and abnormal organ situs at stage 45 (**l**) after treatment with barium or high K^+^ at different stages (see **j** for color code); *p*-values are in **k**: (Ba^2+^ gastrula vs untreated) = 2.28e–015, (high K^+^ gastrula vs untreated) = 1.36e–006; in **l**: (Ba^2+^ gastrula vs untreated) = 5.85e–007, (high K^+^ gastrula vs untreated) = 2.08e–008, (Ba^2+^/LRO vs untreated) = 8.51e–003, and (Ba^2+^ 0–19 vs untreated) = 1.2e–006. All graphs depict mean ± SEM and report total embryo numbers (N) collected over 3 independent experiments for high K^+^, and over 2 independent experiments for the 47 h barium time course. Key for asterisks: *p ≤ 0.05, **p ≤ 0.01, ****p ≤ 0.0001, ns nonsignificant with *p* > 0.05. Source data are provided as a Source Data file.

In order to respond, voltage sensitive effector molecules depend on the magnitude in the change of V_m_. Quantitative V_m_ measurements in early embryos are rare but were performed in the 1960s and 1970s from 1-cell stage embryos through blastula stages in *Triturus* and *Xenopus* embryos^15,16^. The blastula embryo has completed a series of rapid cell divisions (cleavages), has established germ-layer cell fates (ectoderm, mesoderm, and endoderm), and is poised to begin gastrulation, the process by which cell movements transform the embryo to acquire the adult body plan. Notably, while the V_m_ at early cleavage stages is depolarized (=more positive V_m_) (V_m@2-cell_ = −19 ± 10 mV), it becomes progressively hyperpolarized (=more negative) towards blastula stages (−50 mV)^16^. The implications of this progressive V_m_ polarization during early development are unclear, as is a mechanism by which V_m_ could transduce a signal within embryonic cells or act complementary to signals transduced biochemically (i.e., ligand-receptor).

Here we show that the V_m_ established in the blastula is essential for LR patterning and the exit from pluripotency. Depolarization of V_m_ using a variety of approaches leads to loss of ectodermal and paraxial mesodermal cell fates due to a persistence of pluripotency in these tissues. Membrane depolarization leads to the opening of voltage-gated calcium channels elevating intracellular calcium and maintaining pluripotency. Using RNA-seq, we find that mTOR signaling is downstream of V_m_ and modulates the transition from pluripotency to differentiated cell fate. These results define an electrochemical signaling pathway that acts complementary to biochemical (ligand-receptor) signaling pathways that transition pluripotent embryonic stem cells to differentiated cell fates.

## Results

### V_m_ of the blastula regulates LR patterning and gastrulation

To address the question of when V_m_ is critical for embryonic development, we employed barium ions to block K^+^ channels at different time points of embryonic development, since K^+^ conductance is paramount for determining V_m_. Because K^+^ conductance drives the membrane voltage to a negative (hyperpolarized) potential, blocking K^+^ channels depolarizes cells. In line with the previous electrophysiological evidence demonstrating that embryos first become polarized at the blastula stage^16^, we found that Barium treatment affected embryonic development primarily when embryos were treated from blastula stages through gastrulation rather than at earlier cleavage stages (Fig. 1b, c, f, g, j–l)^17^. Embryonic development was affected in two ways: (1) 37 ± 3% (SEM) of the embryos failed to complete gastrulation (compared to just 4.7 ± 1% in control embryos) (Fig. 1b, c, j, k), and (2) 23 ± 2% that completed gastrulation exhibited misplacement of their organs relative to the left-right axis (compared to just 4 ± 2% in control embryos; Fig. 1f, g, j, l); these included abnormal heart looping to the left, an L-loop (vs a normal D-loop to the right), inverse gut rotation and misplacement of the gall bladder on the left (vs a normal positioning of the gall bladder on the right side of the body axis) (Fig. 1f, g). Because Barium can affect more than just K^+^ channels, we tested an alternative strategy for achieving membrane depolarization, namely manipulating V_m_ by increasing extracellular potassium ([K]_o_ in GHK eq. Fig. 1a). Increasing the extracellular potassium reduces the chemical driving force for potassium to leave the cell and decreases the potassium current which depolarizes the embryo (more positive V_m_). Incubating embryos in high K^+^ at blastula/gastrula stages was sufficient to cause a) gastrulation failure in 32 ± 6% of embryos (compared to just 6 ± 1% in controls Fig. 1b, d, k) and b) defective organ *situs* at later stages in 28 ± 3% of embryos (compared to just 4 ± 2% in controls; Fig. 1f, h, l). Thus, our results suggest that establishing proper V_m_ at blastula stages is essential for both gastrulation and LR patterning, providing context to previous work showing that V_m_ varies during embryonic development by becoming steadily more polarized from egg to blastula.

### KCNH6 is essential for LR patterning and gastrulation

Recent studies in patients with congenital heart disease identified a number of variants in KCNH ether-a-go-go (EAG) potassium channels (Table 1)^18^ as candidate disease genes. Many of these patients had heterotaxy, a disorder of LR development that can have a significant impact on the structure and function of the heart that can be life-threatening. While multiple ions can affect membrane potential, the flow of potassium down its electrochemical gradient (K^+^_in_>>K^+^_out_) has the largest impact on V_m_ because in most cell types cell membranes are most permeable to potassium. Since KCNH6 was the most common family member in a total of five patients with heterotaxy (Table 1), we began our studies by examining the CHD/Htx candidate gene, KCNH6.

**Table 1:** KCNH gene variants identified in patients with CHD

Blinded ID	Gene	Phenotype	Allele type	Class	AA change
1-09347	*KCNH1*	CTD/Htx	LOF het	splice	.
1-01004	*KCNH1*	CTD/Htx	LOF het	frameshift_deletion	p.G149fs
1-05070	*KCNH3*	LVO	LOF het	stopgain	p.R139X
1-07611	*KCNH3*	CTD	CmpHet	misD/misD	A911V/ S1021P
1-01856	*KCNH3*	LVO	CmpHet	misD misD	A357T/ F542L
1-05499	*KCNH3*	CTD	de novo	misD	p.E859D
1-02696	*KCNH5*	Htx/TGA	de novo	misD	p.N817S
1-05146	*KCNH6*	Htx	LOF het	stopgain	p.S858X
1-07078	*KCNH6*	CTD	LOF het	stopgain	p.E587X
1-02620	*KCNH6*	other	LOF het	stopgain	p.Q487X
1-06077	*KCNH6*	Htx	LOF het	frameshift_insertion	p.S671fs
1-02515	*KCNH6*	Htx	de novo	misD	p.T274M
1-01783	*KCNH7*	LVO	LOF het	stopgain	p.Y1162X
1-12888	*KCNH7*	CTD	LOF het	stopgain	p.E944X
1-06600	*KCNH8*	Htx/TGA	LOF het	frameshift_deletion	p.D782fs
1-06579	*KCNH8*	other	LOF het	stopgain	p.E576X

*CTD* conotruncal defect, *Htx* heterotaxy, *LVO* left ventricular outflow tract obstruction, *TGA* transposition of the great arteries, *LOF* loss of function, *CmpHet* compound heterozygote, *misD* damaging missense mutation according to previously published criteria.

In *Xenopus*, we found *kcnh6* to be expressed in the prospective ectoderm and dorsal/paraxial mesoderm at gastrulation onset, suggesting that it could play a role during gastrulation (Fig. 2a–h). Additionally, high temporal resolution RNA-seq shows that the increase in *kcnh6* transcripts parallels the trend of V_m_ polarization in the frog embryo (Fig. 2i)^16,19^. We thus tested a role for *kcnh6* in early embryonic development, and in determining V_m_ specifically. Two F0 CRISPRs independently targeting two different exons in *kcnh6* as well as a translation blocking morpholino oligo (MO) recapitulated the morphological defects observed in embryos depolarized with barium and high K^+^, including: (a) inability to complete gastrulation (Fig. 3a) (CRex3: 27 ± 4%; CRex4: 29 ± 5% and MO:31 ± 3% vs only 4 ± 1% in controls), and (b) abnormal organ *situs* (Supplementary Fig. 1a–h) (CRex3: 43 ± 12%; CRex4: 19 ± 1% and MO:91 ± 7% vs only 5 ± 3% in controls). Importantly, we established specificity of our depletion studies by the following criteria: (1) phenocopy with two non-overlapping sgRNAs via F0 CRISPR and one translation blocking MO (Fig. 3a and Supplementary Fig. 1a–h), (2) rescue of the MO phenotype with human *KCNH6* mRNA (Fig. 3a), and (3) detection of gene editing of the *kcnh6* locus by PCR amplification and Inference of CRISPR Edits (Supplementary Fig. 2)^20^. Moreover, treatment of blastula/gastrula embryos (stage 8 to stage 12) with Ergtoxin, a scorpion peptide that specifically acts as a pore blocker of the KCNH channel family^21^, also led to identical gastrulation and LR defects (Fig. 3a and Supplementary Fig. 1f–h). These results indicate that Kcnh channels, and specifically Kcnh6, contribute to gastrulation and LR development, consistent with their identification in patients with Htx/CHD.

**Fig. 2:**
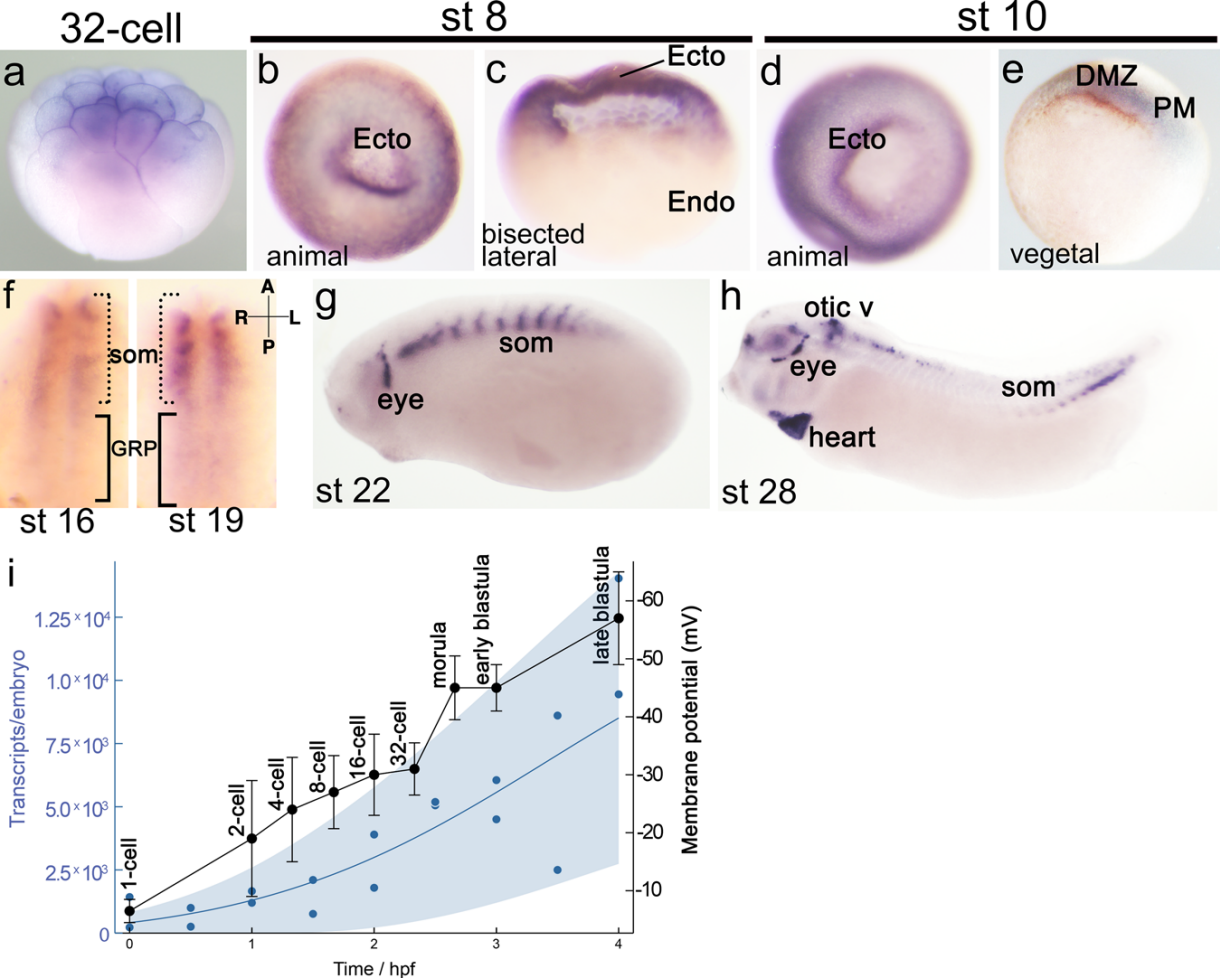
*kcnh6* expression analysis for *kcnh6* during *Xenopus* development. **a**–**h** *kcnh6* transcripts were detected by a full-length antisense probe via WMISH. Embryos and tissues displayed are in the following orientations: **a** animal pole to the top, **b** animal pole view **c** bisected with animal pole to the top, **d** animal pole view, **e** vegetal view and dorsal to the top, **f** gastrocoel roof plate with anterior to the top and vegetal view, **g**, **h** lateral view with anterior to the left and dorsal to the top; Ecto prospective ectoderm, Endo prospective endoderm, DMZ dorsal marginal zone (mesoderm), PM paraxial mesoderm, som somites, GRP gastrocoel roof plate. Representative images from *N* = 60 embryos (per developmental stage) over 3 independent experiments. **i** kcnh6 transcripts^19^ (blue) and V_m_^16^ (black) plotted during early *Xenopus* development. Blue dots represent mean transcript levels by temporal resolution RNA-seq, while blue shaded region marks Gaussian process 95% confidence interval of the data; *n* = 2 biological replicate time courses in original study. Membrane potential is presented as mean ± SD from at least *n* = 14 embryos in original study.

**Fig. 3:**
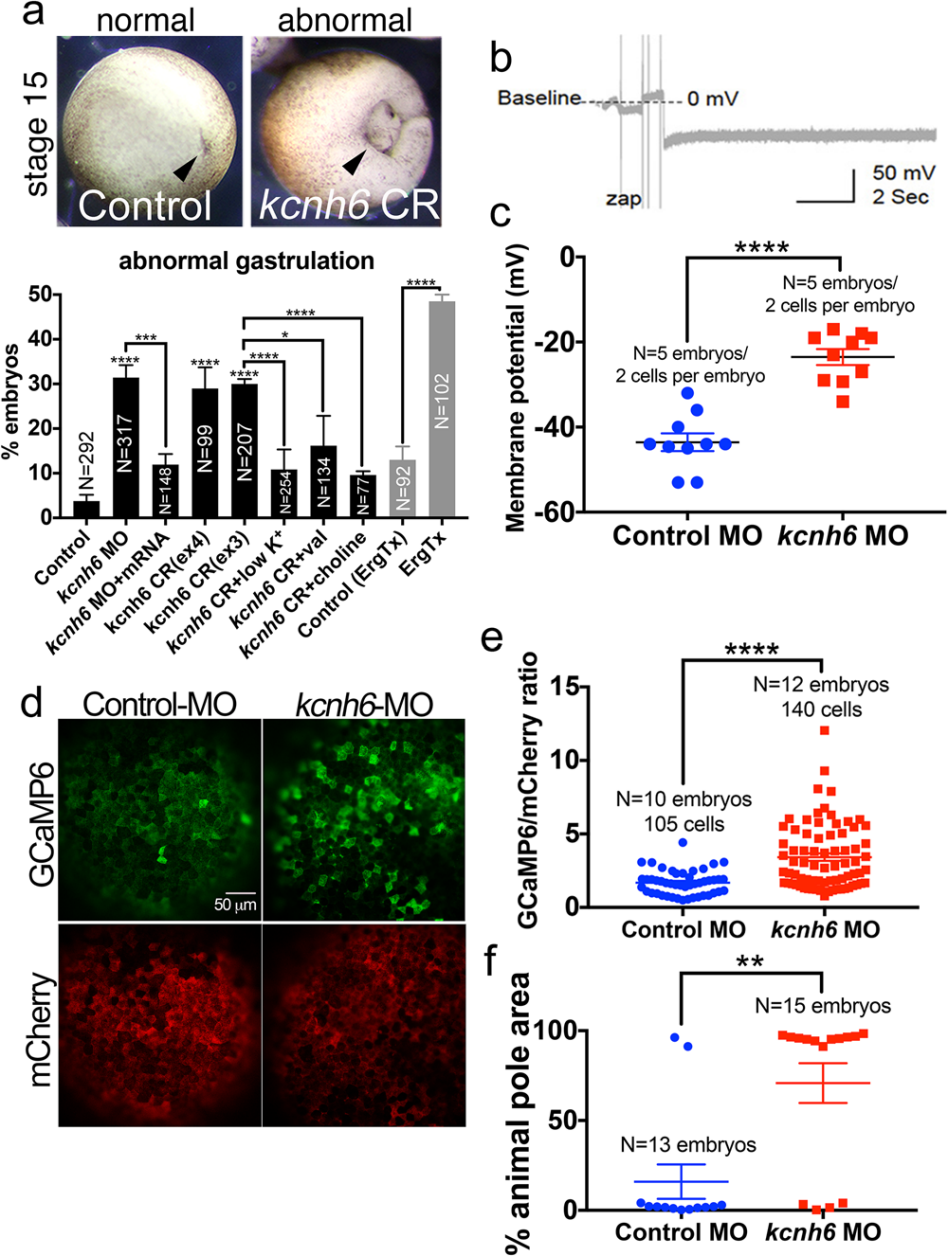
Membrane potential is important for gastrulation and regulates calcium levels at gastrulation onset. **a** Percentages of embryos with abnormal gastrulation after depletion of *kcnh6* (MO, CRISPR) or Kcnh channel blockade with Ergtoxin, and rescue of *kcnh6* depletion with medium conditions that hyperpolarize the V_m_ (low K^+^, val valinomycin, sodium substitution with choline; treatments performed stages 8–12). Above: examples of embryos scored for the graph; posterior views (dorsal to the top) of stage 15 embryos after successful (control) or unsuccessful (*kcnh6* CRISPR = CR) gastrulation; arrowhead points to blastopore closure. Graph reports mean ± SEM; total embryo numbers (N) in the graph are from 3 independent experiments (except for Ergtoxin: 2 independent experiments with devitellinized embryos); *p*-values are (*kcnh6*MO vs Control MO) = 8.66e–010, (*kcnh6*MO+mRNA vs *kcnh6*MO) = 2.59e-004, (*kcnh6*CRex4 vs Control) = 7.19e-018, (*kcnh6*CRex3 vs Control) = 5.79e-022, (*kcnh6*CR+low K^+^ vs *kcnh6*CR) = 1.64e-005, (*kcnh6*CR+val vs *kcnh6*CR+DMSO) = 1.22e-002, (*kcnh6*CR+choline vs *kcnh6*CR) = 2.34e-006, (ErgTx vs Control) = 6.57e-010; two-sided Fisher’s exact test. **b** Representative intracellular recording in the prospective ectoderm of a control stage 10 embryo; V_m_ is measured relative to the medium (baseline); the dip in membrane potential indicates the electrode breaking into the cell. **c** The V_m_ as measured by intercellular recordings in the prospective ectoderm of stage 10 Control MO and *kcnh6* MO-injected embryos; graph reports mean ± SEM; *p*-value (*kcnh6*MO vs Control MO) is 1.07e-006 (unpaired two-tailed student’s *t*-test); each data point represents one cell; data from 10 cells/5 embryos/3 independent experiments. **d** Live animal pole images of GCaMP6/mCherry at stage 10. **e** Quantification of GCaMP6 fluorescence intensity normalized to mCherry in mCherry+ cells; graph shows mean ± SEM; data points represent single cells; data from N cells (in graph)/10 embryos/3 independent experiments; *p* = 1.14e-006; unpaired two-tailed student’s *t*-test. **f** Maximum area undergoing simultaneous Ca^2+^ transients within a 20 s time lapse recording as a percentage of total animal pole area; the animal poles of 13 Control MO and 15 *Kcnh6* MO embryos were recorded over 3 independent experiments; *p* = 1.04e-003; unpaired two-tailed student’s *t*-test. Key for asterisks: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001, ns nonsignificant with *p* > 0.05. Source data are provided as a Source Data file.

### V_m_, rather than KCNH6 per se, is essential for gastrulation

Depletion/inhibition of potassium channels or elevation of extracellular K^+^ should lead to membrane depolarization. Thus, we reasoned that the inverse condition, namely hyperpolarizing by reducing extracellular K^+^, should rescue *kcnh6*-depleted embryos. Lowering extracellular K^+^ ([K]_o_ in GHK eq. Fig. 1a) increases the outward driving force for flow of K^+^, provided that other K^+^ channels are present. Indeed, lowering extracellular K^+^ rescues the gastrulation defect in *kcnh6-*depleted embryos (CRISPR and MO) (Fig. 3a and Supplementary Fig. 3a). To test the significance of K^+^ conductance independently of a specific K^+^ channel, we employed valinomycin, a K^+^ selective ionophore that inserts itself into the plasma membrane and mimics the ability of a K^+^ channel to passively conduct K^+^ down its electrochemical gradient. Application of valinomycin also rescued the gastrulation defect in *kcnh6-*depleted embryos (30 ± 1% gastrulation defect in *kcnh6* CR/DMSO- vs 16 ± 7% in *kcnh6* CR/Valinomycin-treated embryos) emphasizing the importance of K^+^ flux rather than a specific need for Kcnh6 itself or an alternative role of Kcnh6 in cell signaling (Fig. 3a and Supplementary Fig. 3a). Finally, to differentiate between membrane potential and an alternative role for K^+^ flux across the plasma membrane (e.g., cell volume regulation), as well as to unlink membrane potential from a specific conductance (i.e., potassium), we hyperpolarized by reducing extracellular Na^+^ and replacing it with equimolar choline. Choline has equivalent cationic charge to Na^+^ but cannot pass through channels and therefore does not influence the V_m_. Importantly, replacement of Na^+^ with equimolar choline does not affect the osmotic properties of the medium, ensuring that external Na^+^ depletion will only act on V_m_ and not on cell volume^22^. To determine the amount of sodium to replace with choline, we measured V_m_ using intracellular electrodes in the animal pole in the context of high K^+^ and rescue by choline substitution of sodium. Embryos exposed to high K^+^ were depolarized (V_m_ = −20 ± 4 mV) while embryos treated with high K^+^ and ½ sodium replacement with choline were repolarized to roughly the normal membrane potential (V_m_ = −41 ± 4 mV) (Supplementary Fig. 3b). Therefore, we tested ½ sodium replacement with choline on embryos and assayed for gastrulation which led to a remarkable rescue in *kcnh6*-depleted embryos (Fig. 3a). These data suggest that V_m_, which is determined by the conductance of K^+^ through Kcnh6 and influenced by other K^+^ and Na^+^ channels, is key to gastrulation.

Finally, we sought to measure the change in V_m_ when *kcnh6* is depleted. Using intracellular electrodes in the animal pole of *kcnh6* MO vs control MO-injected embryos at gastrulation onset, we recorded a V_m_ of −24 ± 1.9 mV in *kcnh6* MO vs −44 ± 2.1 mV in control MO embryos (Fig. 3b, c). Thus, Kcnh6 contributes ~20 mV to the cell’s negative resting potential, and embryos lacking *kcnh6* are abnormally depolarized compared to their control counterparts.

### Depolarized V_m_ increases calcium levels

We then asked how V_m_ is transduced into a signal that affects embryonic development. There are a limited number of voltage responsive elements in a cell. We reasoned that depolarization (V_m_ = −24 mV) in *kcnh6*-depleted embryos could aberrantly activate voltage-gated Ca^2+^ channels (VGCCs), which facilitate inward Ca^2+^ flux^23^. L-type VGCCs are present in the prospective ectoderm and dorsal mesoderm and can induce potent intracellular Ca^2+^ increases that can alter germ-layer patterning^24,25^, yet upstream regulators of these calcium channels remain elusive. Interestingly, intracellular Ca^2+^ is elevated after fertilization and during early cleavage stages but declines as the embryo approaches gastrulation^26^ concomitant with the onset of membrane polarization. We argued that, if VGCCs are aberrantly activated due to an abnormally depolarized V_m_, we should be able to detect changes in intracellular Ca^2+^ levels. To assess this, we microinjected the calcium indicator GCaMP6^27^ mRNA together with mCherry mRNA (to enable ratiometric analysis) into control MO or *kcnh6* MO embryos and performed calcium imaging in animal cells of early gastrula embryos. Within the animal pole of stage 10 control MO-injected embryos, we observed multiple intracellular calcium increases, signified by a pulse-like appearance of GCaMP6 fluorescence in isolated cells, which then propagated to adjacent cells (Supplementary Movie 1). These increases are well documented in *Xenopus* stage 8–12 gastrulae, i.e., last a few seconds, in which they spread to adjacent cells and then extinguish, are VGCC dependent and may contribute to neural induction^25,28^. We confirmed the existence of Ca^2+^ transients at stage 10 by performing 20 s time lapse recordings, and additionally observed that they are of low intensity and typically do not simultaneously affect more than 16 ± 10% of the total animal pole area (Supplementary Movie 1 and Fig. 3d–f). Interestingly, the same transients were dramatically increased in stage 10 *kcnh6* MO embryos both in intensity and area (Supplementary Movie 2 and Fig. 3d–f), affecting 71 ± 11% of the animal pole on average, with most embryos displaying simultaneous calcium increases in >90% of the animal pole. Thus, *kcnh6* contributes to a hyperpolarized V_m_ and is key for suppressing calcium levels at gastrulation onset, a signal that may facilitate correct gastrulation.

### Depolarization affects paraxial mesoderm and ectoderm

For gastrulation to proceed normally, two steps are critical: first, the germ layers of the blastula embryo (ectoderm, mesoderm, and endoderm) must be patterned correctly and second, the embryo must undergo the cellular rearrangements that drive morphogenesis. Calcium has been previously identified to play a role in morphogenesis cell behaviors during gastrulation^29,30^. Alternatively, calcium may play a role in patterning the mesoderm that also drives gastrulation cell movements. Patterning precedes morphogenesis, and morphogenesis can fail as a result of abnormal patterning. We, therefore, first examined if patterning is disrupted in V_m_-depolarized embryos via marker gene expression. Since the mesoderm is critical for gastrulation movements, we began with this germ layer. Markers of the dorsal (*gsc*, *nodal3*) and ventral mesoderm (*vent2*) appeared unaffected in *kcnh6-*depleted, barium and high K^+^ depolarized embryos (Supplementary Fig. 4e–j); however, the paraxial mesoderm fates appeared lost as marked by *myoD*, *myf5*, and *tbxt* (*brachyury*, *xbra*) (Fig. 4a–d and Supplementary Fig. 4a–d). In fact, absent patterning of paraxial mesoderm by *myoD* persisted into the Left-Right Organizer (Supplementary Fig. 5), a transient structure formed at the end of gastrulation where cilia driven flow is thought to pattern the LR axis^31,32^. In the LRO, *dand5* (*coco*) is normally expressed in the paraxial mesoderm symmetrically until cilia driven flow suppresses *dand5* expression on the left^33,34^. However, consistent with a mispatterning of the paraxial mesoderm in the LRO, *dand5* was also absent even before the occurrence of cilia driven flow (Supplementary Fig. 1i, j). A disruption in the LRO is further supported by defective *pitx2c* expression in the left lateral plate mesoderm at later stages (Supplementary Fig. 1k, l). Therefore, in *kcnh6*-depleted embryos, the paraxial LRO is mispatterned, and a defect in this tissue can be detected already at the onset of gastrulation.

**Fig. 4:**
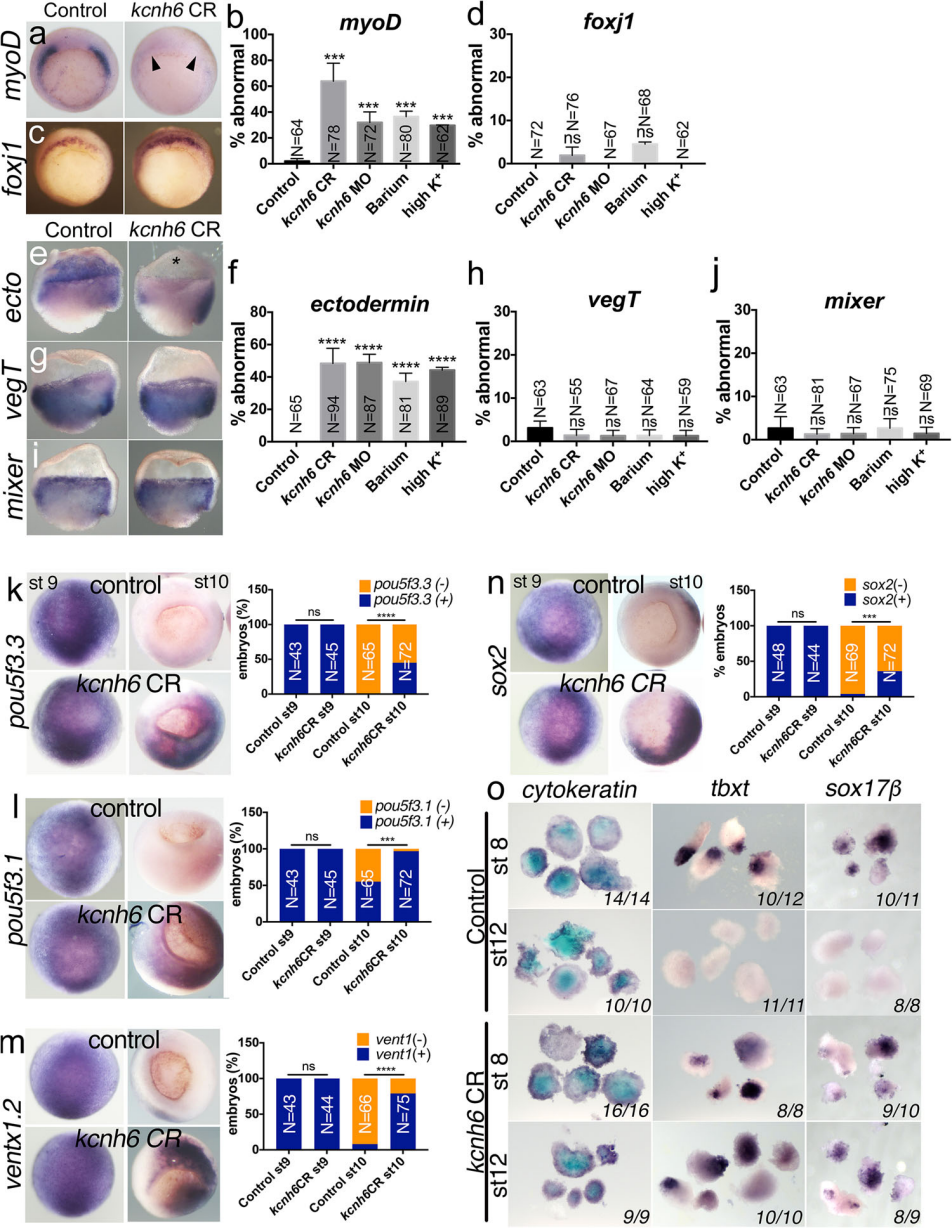
Membrane potential affects early gastrula patterning and pluripotency. **a**–**j** WMISH for germ-layer markers in early gastrula embryos (stage 10; **a**, **c**: vegetal views with dorsal to the top; **e**, **g**, and **i**: lateral view of bisected embryos, dorsal to right). Markers are for paraxial mesoderm (*myoD*), superficial dorsal mesoderm (*foxj1*), ectoderm (*ectodermin* = *ecto*), endoderm (*vegT*, *mixer*). Graphs (**b**, **d**) and (**f**–**j**) depict percentages of embryos with absent or strongly reduced expression of these markers; presented are mean ± SEM; total embryo numbers (N) are from 3 independent experiments; *p*-values (vs Control) are in **b**: (CR vs Control) = 1.61e-006, (MO vs Control) = 4.99e-003, (Ba^2+^ vs Control) = 4.45e-003, (high K^+^ vs Control) = 7.56e-004, and in **f**: (CR vs Control) = 6.81e-013, (MO vs Control) = 2.7e-013, (Ba^2+^ vs Control) = 1.58e-009, (high K^+^ vs Control) = 6.61e-012; ns (nonsignificant) for *p* > 0.05; two-sided Fisher’s exact test. **k**–**n** WMISH for *Xenopus* pluripotency genes *pou5f3.3*, *pou5f3.1*, *ventx1.2*, and *sox2* at stages 9 and 10 (animal pole views). Graphs (**k–n**) depict mean percentages of embryos with present (+/blue) or absent (−/orange) gene expression; total embryo numbers (N) are from 3 independent experiments; p-values (vs Control) are in **k**: *p* = 2.01e-008, in **l**: *p* = 1.52e-010, in **m**: *p* = 6.73e-018 and in **n**: *p* = 1.85e-006; ns (nonsignificant) for *p* > 0.05. Key for asterisks in all graphs: *p ≤ 0.05, ***p ≤ 0.001, ****p ≤ 0.0001, ns nonsignificant. **o** Differentiation potential of animal caps excised at stage 8 or 12 and treated with no activin (differentiation into epidermis marked by cytokeratin), low activin (differentiation into mesoderm marked by tbxt) and high activin (differentiation into endoderm marked by sox17*β*). In each image, the numbers on the bottom right report caps with the indicated phenotype vs total number of caps analyzed over 2 independent experiments. Source data are provided as a Source Data file.

When certain biochemical signaling factors are depleted, loss of one-cell fate (e.g., paraxial mesoderm) is often concomitant with gain of another cell fate^35–37^. Since the dorsal or ventral mesoderm appeared unaffected (Supplementary Fig. 4e–j), we considered that the ectoderm or endoderm might be expanded into the mesodermal area of embryos with abnormally depolarized V_m_^38,39^. Interestingly, while the endoderm (*vegT*) and its border to the mesoderm (*mixer*) seemed unaffected (Fig. 4g–j), ectodermal fates (*ectodermin* and *foxI1a*) were lost similar to the paraxial mesoderm (Fig. 4e, f and Supplementary Fig. 4k, l. In fact, depletion of *ectodermin* (*trim33*) leads to developmental arrest midway through gastrulation^39^, which corresponds to the arrested phenotype in a portion of depolarized embryos. These results indicate that V_m_ has an effect on germ-layer differentiation, and specifically paraxial mesoderm and ectoderm, at gastrulation onset (Fig. 4a–j).

### Cacna1c responds to V_m_ depolarization

In depolarized embryos, we have established (1) changes in cell fate and (2) elevated intracellular calcium levels, so we next tested if these aberrant cell fates are dependent on voltage-gated calcium channels. To determine the specific embryonic VGCCs downstream of V_m_, we reviewed our available high temporal resolution RNA-Seq data^19^. *Xenopus* contains detectable transcripts of L- and T-type VGCCs between the 1-cell and gastrula stages, while other VGCC types (N-, R-, and P/Q) are less abundant. L-type VGCCs become activated at V_m_ > −40 mV (and then inactivated at V_m_ > 10 mV) and have been previously implicated in gastrula patterning^23,24,29^ while T-type channels become inactivated at V_m_ > −60 mV and would be inactive both at physiological V_m_ (~−50 mV) and at more depolarized potentials. Therefore, we tested the L-type VGCC blocker nifedipine. This significantly ameliorated both *ectodermin* (ectoderm) and *myf5* (paraxial mesoderm) expression losses in *kcn6* knockdown embryos (Fig. 5a–d). Specifically, *myf5* was lost only in 16 ± 1% and 18 ± 5% of nifedipine-treated *kcnh6* CR and MO embryos (vs 38 ± 5% and 35 ± 5% in *kcnh6*CR or MO embryos treated only with DMSO, Fig. 5b, d). Similarly, absent *ectodermin* was only observed in 16 ± 7% and 17 ± 3% of nifedipine-treated *kcnh6* CR and MO embryos (vs 48 ± 2% and 51 ± 6% in *kcnh6* CR or MO embryos treated with DMSO, Fig. 5a, c). Of the VGCCs identified in our RNA-seq data at blastula/gastrula stages, two genes *cacna1c* (Cav1.2; L-type) and *cacna1g* (Cav3.1; T-type) encode alpha (pore-forming) channel subunits, which are indispensable for channel function. Co-depletion of *cacna1c* in *kcnh6-*depleted embryos rescued expression of *ectodermin* and *myf5*, while co-depleting *cacna1g* (Fig. 5a–d) resulted in no rescue. Thus, Kcnh6, which sets a negative V_m_, is essential to limit the activation of L-type VGCCs and specifically Cacna1c, a critical step for ectodermal and paraxial mesodermal differentiation.

**Fig. 5:**
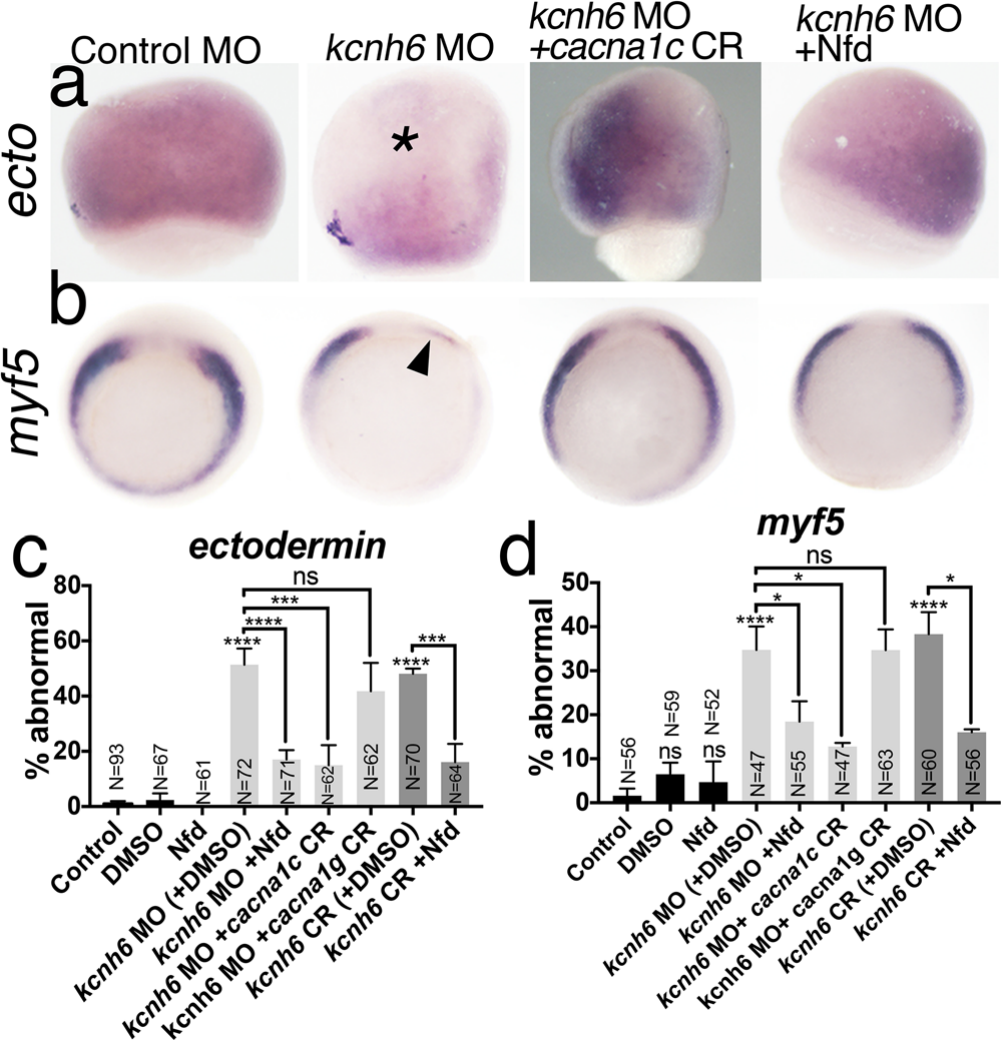
The role of VGCCs in germlayer differentiation. **a** WMISH for *ectodermin*; lateral views with the animal pole to the top; asterisk marks the animal pole with loss of *ectodermin* expression; embryos with absent expression are quantified in **c**; CR CRISPR, Nfd nifedipine. **b** WMISH for *myf5:* vegetal views with dorsal to the top; arrowhead marks loss of expression; embryos with abnormal expression are quantified in **d**. **c**, **d** Percentages of embryos with abnormal *ectodermin* (**c**) and *myf5* (**d**) expression. Graphs depict mean ± SEM; *p*-values are in **c**: (*kcnh6*MO+DMSO vs DMSO) = 2.88e-006, (*kcnh6*MO+Nfd vs *kcnh6*MO+DMSO) = 4.59e-002, (*kcnh6*MO+*cacna1c*CR vs *kcnh6*MO) = 1.53e-002, (*kcnh6*MO+*cacna1g*CR vs *kcnh6*MO) > 9.99e-001 (ns), (*kcnh6*CR+DMSO vs DMSO) = 3.50e-007, (*kcnh6*CR+Nfd vs *kcnh6*CR+DMSO) = 1.20e-002; in **d**: *p*-values are (*kcnh6*MO+DMSO vs DMSO) = 4.07e-015, (*kcnh6*MO+Nfd vs *kcnh6*MO+DMSO) = 8.92e-005, (*kcnh6*MO+*cacna1c*CR vs *kcnh6*MO) = 4.78e-005, (*kcnh6*MO+*cacna1g*CR vs *kcnh6*MO) = 2.24e-001 (ns), (*kcnh6*CR+DMSO) = 2.04e-014, (*kcnh6*CR+Nfd) = 1.45e-003; two-sided Fisher’s exact test; total embryo numbers (N) in the graphs are from at least 2 independent experiments; Key for asterisks: *p ≤ 0.05, ***p ≤ 0.001, ****p ≤ 0.0001, ns nonsignificant for *p* > 0.05. Source data are provided as a Source Data file.

### V_m_ depolarization maintains pluripotency in gastrula embryos

The loss of some cell fates (ectoderm and paraxial mesoderm) without a concomitant expansion of other cell fates was puzzling given that most biochemical signaling factors (Wnt, BMP, Nodal) generally balance different cell fates in the early embryo. We speculated that these unspecified cells may simply lack the ability to assume *any* cell fate because they remain pluripotent abnormally. To test this hypothesis, we examined markers of pluripotency *OCT4*, *NANOG*, and *SOX2*. In *Xenopus*, there are three *OCT4* homologs (*pou5f3.1, 2,* and *3, formerly oct91*, *oct25*, and *oct60*)^40^, and the *ventx1.2/2.2* factors, which have overlapping functions in maintaining differentiation competence and are thought to be structurally and functionally equivalent to mammalian Nanog^41^. *Sox2*, a core pluripotency factor in mammals, is highly conserved in amphibians and also expressed at high levels prior to lineage commitment throughout the *Xenopus* blastula^42,43^. We examined the prospective ectoderm of embryos, which is best characterized in its pluripotent properties, and confirmed that *pou5f3.1, pou5f3.3*, *sox2*, and *ventx1.2* are robustly expressed at stage 9 prior to lineage commitment, but their transcripts are sharply reduced by stage 10 in control embryos (Fig. 4k–n). In contrast, *kcnh6* CR embryos retain robust expression of these factors well beyond stage 9 and into stage 10, a prolonged expression compared to wildtype embryos (Fig. 4k–n). This, in turn, is not due to a general delay in development, since *kcnh6* CR embryos were staged according to the physical progression of gastrulation, i.e. presence of blastopore lip. Moreover, in *kcnh6*-depleted late gastrula embryos, abnormal maintenance of *pou5f3.3* and *ventx1.2* can be abolished by incubating the embryos in L-type VGCC blocker nifedipine (Supplementary Fig. 6b–d). These results suggest that *kcnh6* is upstream of V_m_ and VGCCs in promoting the exit from pluripotency, which takes place as gastrulation proceeds.

Based on this result, we sought to test the pluripotency of these *kcnh6*-depleted embryos. In the blastula (stage 9), the prospective ectoderm or “animal cap” contains cells that when explanted will differentiate into epidermis (Fig. 4o). Importantly, when stage 8–9 explanted animal cap cells are treated with activin, they can be differentiated into mesodermal and endodermal cell fates indicating that they are pluripotent (Fig. 4o), an assay used for decades to test the activity of a host of differentiation factors. However, towards the end of gastrulation at stage 12, these animal cap cells are no longer pluripotent and when explanted will only differentiate into epidermis, even when stimulated with activin^43,44^ (Fig. 4o). Using this animal cap assay, we sought to test the role of *kcnh6* in determining pluripotency. We explanted stage 9 and stage 12 animal caps and assayed differentiation under three conditions: (1) no activin to examine spontaneous differentiation into epidermis (marked by *cytokeratin*), (2) low activin to stimulate differentiation into mesoderm (*tbxt*), and (3) high activin to stimulate differentiation into endoderm (*sox17β*). Both control and *kcnh6* CR animal caps explanted from stage 9 embryos were capable of differentiating into all three germ layers, indicating full differentiation potential even when *kcnh6* is depleted (Fig. 4o). On the other hand, as expected, animal caps explanted from stage 12 control embryos differentiated into epidermal fate but not into meso- or endoderm despite activin administration (Fig. 4o). Strikingly, stage 12 animal caps explanted concurrently from *kcnh6*-depleted embryos were able to differentiate into cell fates of all three germ layers with activin administration (Fig. 4o). From these and the previous experiments, we conclude that V_m_ polarization via *kcnh6* enables the exit from pluripotency.

### V_m_ limits mTOR to allow for exit from pluripotency

Our findings indicate that a polarized V_m_ limits voltage-gated calcium channels and intracellular calcium, a process that reduces the expression of pluripotency genes as germ-layer differentiation initiates. A critical question is what are the signaling pathways invoked when V_m_ is depolarized or intracellular calcium is elevated. To address this question in an unbiased manner, we temporally profiled gene expression via RNA-Seq in control and high K^+^ depolarized embryos by collecting embryos every 30 min from pre- to post-gastrula stages (stages 8–12; Supplementary Fig. 7a–d). 

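The time course held 26 samples, 13 from untreated control embryos and 13 from embryos in high K+ medium, each made from 10 embryos. Samples were taken every 30 min from stage 8, so the last was taken at 6 h. The RNA-seq methods give 10 mM KCl for the high K+ medium, where the general methods give 20 mM. Each condition was followed in 1 time course, so no biological replicates exist, and an SD over time points describes the course and not the spread between replicates. The deposited values are abundances for each gene on the scale of the ERCC spike-in RNAs. The authors aligned reads with STAR, quantified each isoform as TPM with RSEM, corrected the values for dinucleotide content with a model fitted separately to each condition, and summed the isoforms of a gene. Read counts per sample are not in the deposited values, so the depth is unknown and no counting interval is given. Abundances were taken as deposited, without further scaling between samples. Each gene was fitted with the transform, kernel and priors of the methods. The time unit and the mean of the Gaussian process were set to hours and 0, and a log-likelihood ratio above 0 called a gene. Differences between the conditions are given as log2(high K+ + 1) minus log2(control + 1) at the same time point.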

We identified genes exhibiting temporal differential expression employing a Gaussian Process framework^19^; this determines genes whose expression trajectory differs between control and high K^+^ embryos over the time course. We found 4043 genes on average activated in high K^+^ over the time course, and 1101 genes on average repressed (Supplementary Fig. 7e). 

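Of 34192 genes, 15019 passed the filter and were tested. The log-likelihood ratio was above 0 for 5830 genes, or 38.8% of those tested. On average over the time course, 4443 of them were higher in high K+ and 1387 were lower, which makes 76.2% of the differentially expressed genes activated. The median over activated genes of the mean log2 difference was 0.44, and that over repressed genes was -0.44. Among the activated genes, 3625 were higher at 10 or more of the 13 time points, and among the repressed genes 962 were lower at as many. The median over all tested genes of the same difference was 0.08. At single time points this median lay between -0.38 at 4.5 h and 0.48 at 1.5 h. The split into activated and repressed genes depended on the scaling between samples. With each pair of samples of a time point scaled to a median ratio of 1, 2805 genes were activated and 2566 repressed, an activated share of 52.2%. Of the genes activated without scaling, 2792 stayed activated. With every sample scaled to the level of its spike-in RNAs, an alternative chosen after seeing the data, 1853 genes were activated and 2473 repressed, an activated share of 42.8%. That scaling moved the median over all tested genes to -0.03. The counts moved most when every sample was scaled to the same total, which gave 14444 activated and 60 repressed genes. A single gene made up between 36.9% and 93.0% of that total. Among the fits that left out 1 time point, the one without 1.5 h gave the fewest activated genes, 3804, and the most repressed genes, 1936. With limma on log2 values and the time point as a block, 4052 genes were higher and 1881 lower in high K+ at an adjusted p under 0.05, where time points of 1 time course are not independent replicates.

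**Figure D1:**
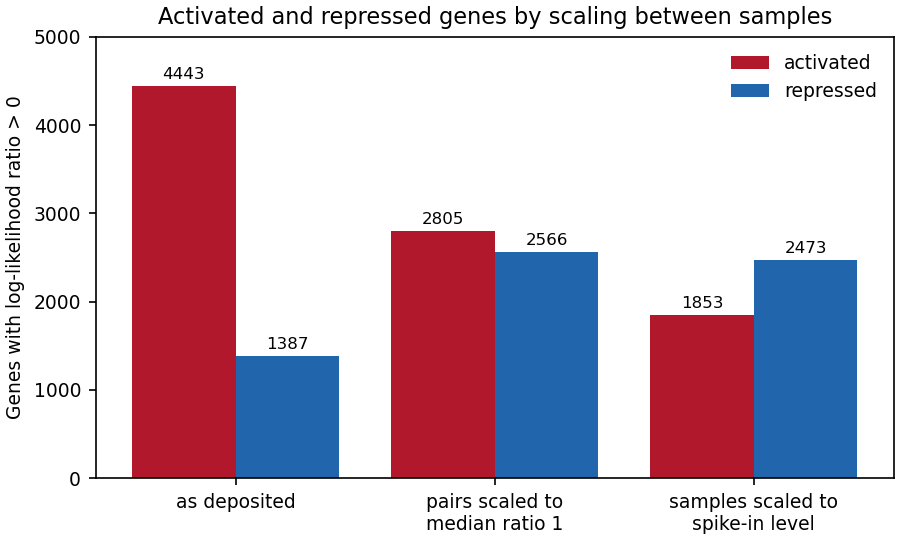
Number of genes with a log-likelihood ratio above 0 (y axis) under 3 scalings between samples (x axis), activated in red and repressed in blue. Without scaling 4443 genes were activated, and with spike-in scaling 1853.

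**Figure D2:**
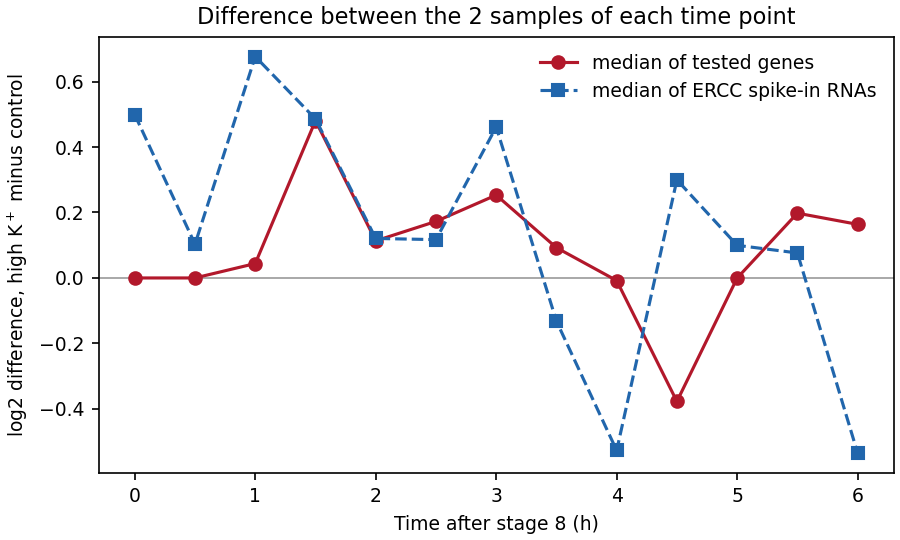
Median log2 difference between high K+ and control over tested genes (red circles) and over ERCC spike-in RNAs (blue squares) against hours after stage 8. The gene median was highest at 1.5 h and lowest at 4.5 h.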

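The Gaussian process medians of the differentially expressed genes, divided by the highest value of each gene, were grouped by k-means with 4 clusters for each direction and seed 16. Clusters were numbered by the time of their largest mean difference. The activated clusters A1 to A4 held 1232, 1547, 998 and 666 genes. The repressed clusters R1 to R4 held 366, 418, 322 and 281 genes. With 3 clusters the largest change was in the earliest activated cluster, which then held 2188 genes. With seed 17 the activated clusters held 1227, 1543, 1005 and 668 genes.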

We further used k-means clustering to subdivide these into 8 clusters, 4 activated (A1–4, Fig. 6a, b) and 4 repressed (R1-4, Supplementary Fig. 7f, g). In both cases, the clustering segregated genes showing dysregulated gene expression prior to gastrulation (Clusters 1, 2) and during gastrulation (Clusters 3,4) (Fig. 6a, Supplementary Fig. 7f, g). 

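The mean difference between the conditions was largest at 1.5 h in A1 and in A2, at 2 h in A3 and at 3 h in A4. At those times it was 0.42 in A1, 0.42 in A2, 0.37 in A3 and 0.31 in A4, in units of the highest value of each gene. In the repressed clusters it was largest at 1 h in R1, at 1.5 h in R2, at 4 h in R3 and at 5 h in R4. The mean differences at those times were -0.39 in R1, -0.32 in R2, -0.30 in R3 and -0.38 in R4.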

To assess the composition of these clusters, we performed gene set enrichment using Enrichr^45^. Comparing activated clusters to repressed clusters over seven different annotated gene set libraries, we found 1279 terms significantly associated with at least one of the 4 activated clusters, but only 44 terms significantly associated with repressed clusters. Therefore, given the total number of genes and associated terms, we focused our attention on the analysis of the activated genes.

**Fig. 6:**
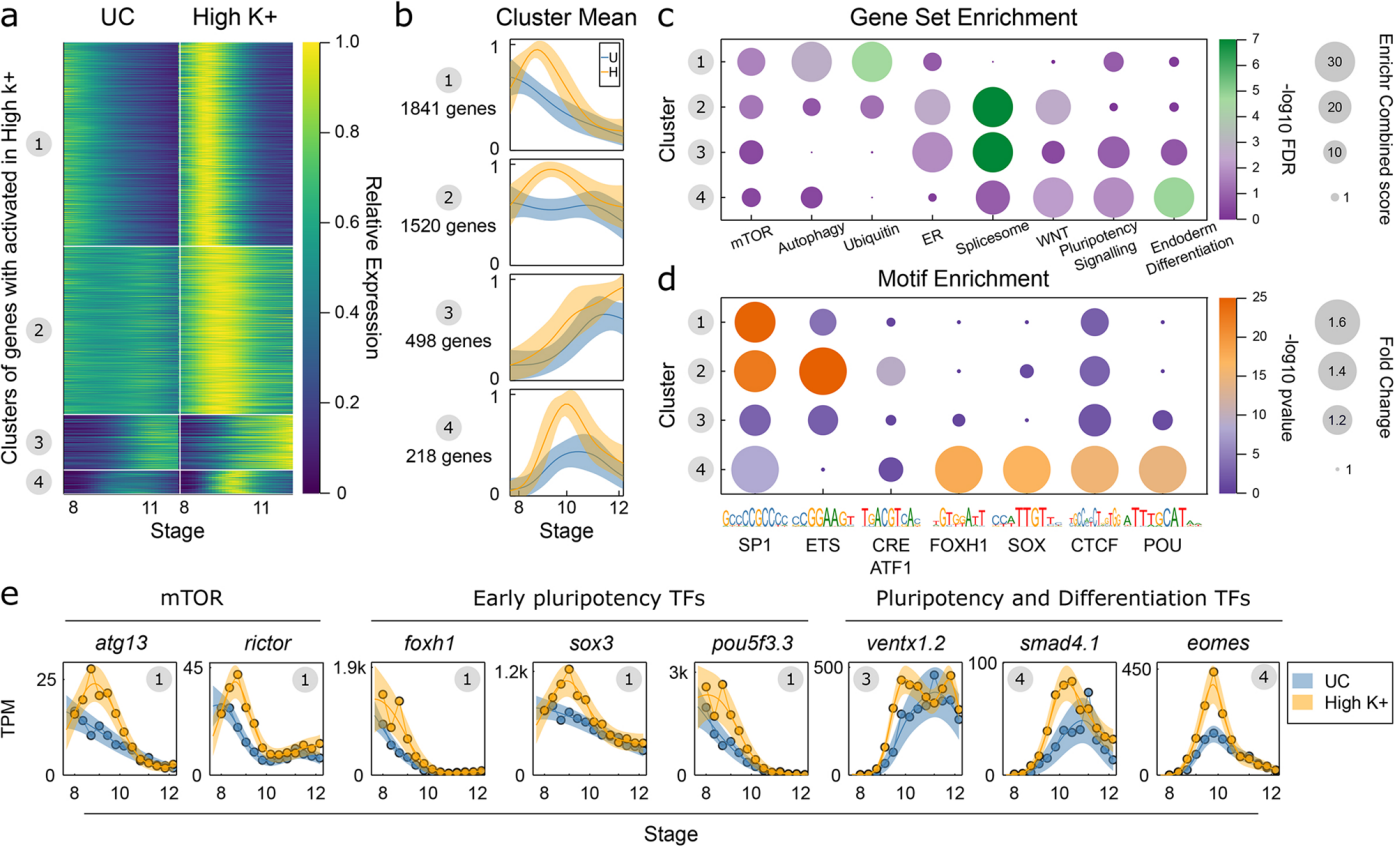
High-resolution temporal RNA-seq identifies mTOR and Ca^2+^ Gene Regulatory Network. **a**, **b** Summary of activated gene clusters by **a** heatmap and **b** cluster average. Data is Gaussian process median for each gene normalized by maximal value, shaded region in **b** is ±1 SD for each cluster. UC untreated control; High K^+^ (=depolarizing conditions). **c** Bubble plot for selection of gene set enrichment terms, calculated with Enrichr, see Methods for definition of terms, and Supplementary Data 1 for full set of enrichments. Bubble size reflects Enrichr Combined score and color indicates −log10 FDR. **d** Bubble plot enrichment of TF motifs in 500 bp upstream of cluster promoters, see also Supplementary Fig. 7g. Bubble size reflects fold change over background and color is −log10 Hypergeometric right tail *p*-value for enrichment. **e** Expression of exemplar genes in control and high K+. Central line and shaded region are transformed Gaussian process median and 95% CI. Circle in top right hand corner gives cluster number. UC (=untreated control), High K^+^ (=depolarizing conditions). Data analysis performed from *N* = 13 samples/each 10 embryos over one biological replicate time course.

We found a hierarchy of gene set enrichments from early to late in our time course, reflecting the changing response in the transcriptome (Fig. 6c). 

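The mTOR pathway genes *rictor*, *depdc5*, *pik3cb*, *stk11*, *atg13*, *akt1s1*, *gsk3b*, *lamtor1* and *lamtor2* were examined one by one. The first 5 of these genes fell in cluster A1. The abundance of *rictor* (gene33187) averaged 12.4 in control and 18.3 in high K+, a log2 difference of 0.52 ± 0.41 (SD over 13 time points), and its log-likelihood ratio was 8.88. The ratios of the other genes in A1 were 10.2 for *depdc5*, 9.13 for *pik3cb*, 14.9 for *stk11* and 11.5 for *atg13*. The genes *akt1s1*, with a ratio of 6.19, *lamtor1*, with a ratio of 1.07, and *lamtor2*, with a ratio of 10.1, fell in cluster A3. The ratio of *gsk3b* was -0.07, so it was not called. Its log2 difference averaged 0.56 over the first 6 time points and -0.31 over the last 7. Without the time point at 1 h the ratio of *lamtor1* was -1.12. Scaling to the spike-in level moved the ratio most for 8 of the 9 genes, and it left 2 above 0, *stk11* at 5.88 and *lamtor2* at 3.11. The ratio of *gsk3b* moved most with its mean subtracted first, to 4.36, which called it. After scaling to a median ratio of 1, 6 of the 9 genes were above 0. The mean log2 difference was above 0 for 9 of the 9 genes without scaling and for 8 under either scaling, the exception being *gsk3b*.

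**Figure D3:**
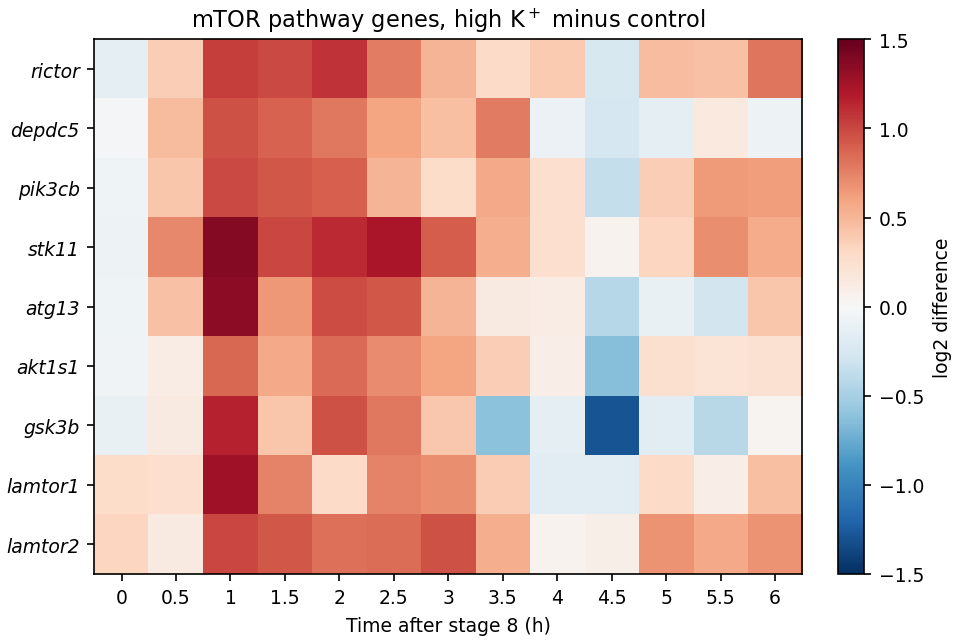
Log2 difference between high K+ and control (color) for 9 mTOR pathway genes (y axis) at each time point in hours after stage 8 (x axis), without scaling between samples. Most of the genes were higher in high K+ from 1 to 3 h, and under either scaling the mean of *gsk3b* fell below 0.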

Notably, we found enrichment for the mTOR signaling pathway activated early with members including *rictor, depdc5, pik3cb, stk11, atg13* in cluster A1 (Fig. 6e) and *akt1s1, gsk3b, lamtor1/2* in cluster A2. The enrichment for mTOR members continues to span all activated clusters (FDR < 3 × 10^−5^ over all activated clusters combined). This enrichment is accompanied by pathways associated with mTOR, including autophagy, ubiquitin transferase activity, and ER response (Fig. 6c). 

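A list of 66 genes of the core mTOR pathway was fixed before the data were examined. It includes the 9 mTOR genes that the paper names as activated in these data, so it is not independent of the paper's result. Of the 66 genes, 57 passed the filter. Of these, 26 were activated and 1 was repressed. The list was not split by whether a gene promotes or limits mTOR signaling, so these counts do not measure the activity of the pathway. The gene *mtor* itself was not called, with a log-likelihood ratio of -3.95. The activated genes were spread over the clusters, with 10 in A1, 7 in A2, 6 in A3 and 3 in A4. The activated share was 45.6% on the list and 29.6% over all tested genes. The median over the list of the mean log2 difference was 0.23, with an SD over time points of 0.25, and it exceeded 98.4% of the medians of 10000 random lists matched on abundance. The largest change came with spike-in scaling, under which the median was 0.10 and exceeded 97.0% of the random lists. Without the time point at 2.5 h the median exceeded 95.8% of them.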

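Spliceosome genes were taken as those whose symbol starts with snrp or srsf, and 22 of them were tested. The paper counts these families as upregulated in the same data, so the choice is not independent of its result. The median over these genes of the mean log2 difference was 0.55, with an SD over time points of 0.21, and it exceeded 99.8% of the medians of matched random lists. The change was largest with spike-in scaling, which gave a median of 0.41. With or without scaling, 21 of the 22 genes were higher in high K+ on average. Among 11 snrp genes 9 were activated, 7 of them in clusters A2 and A3, and among 11 srsf genes 9 were activated, 4 of them in clusters A2 and A3. Of 7 further genes whose symbol is snrnp and a number, 4 were activated. The largest difference was that of *srsf4* (gene2113), whose abundance averaged 2596 in control and 6328 in high K+, a log2 difference of 1.30 ± 0.55 (SD over 13 time points). The gene *srsf11* was lower in high K+ by this measure and was not called.

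**Figure D4:**
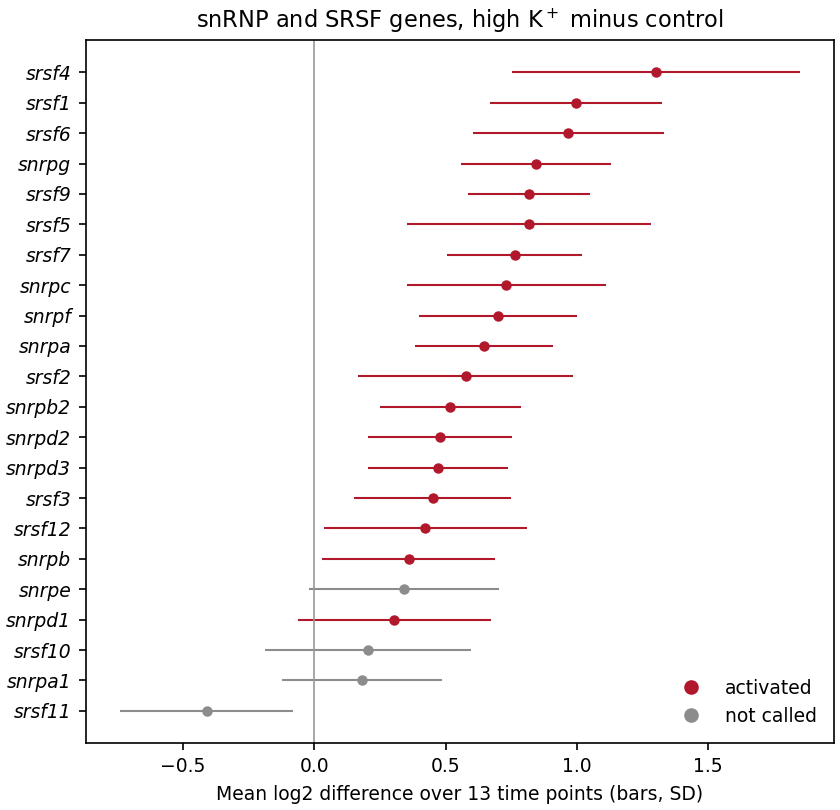
Mean log2 difference between high K+ and control (x axis, without scaling between samples) for 22 snRNP and SRSF genes (y axis), with bars for the SD over 13 time points. Red points mark activated genes and grey points genes that were not called.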

The intermediate clusters A2 and A3 show the most prominent ER response enrichment together with significant upregulation of spliceosome machinery (including 12 snRNPs and 5 SRSF family members). In contrast, in later clusters, we find enrichments for terms explaining the sustained pluripotency and germ-layer defects, including pluripotency (*pou5f3.1, pou5f3.2, ventx1.2*) and WNT signaling (*fzd7*, *wnt8a, tcf7l1*) (Fig. 6c, e). 

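The 6 genes fell in cluster A4. The log-likelihood ratios of the pluripotency genes were 3.16 for *pou5f3.1* (gene19970), 10.2 for *pou5f3.2* (gene17476) and 2.99 for *ventx1.2* (gene3667). Those of the WNT genes were 17.6 for *fzd7* (gene3254), 5.30 for *wnt8a* (gene6) and 5.00 for *tcf7l1* (gene27629). The abundance of *pou5f3.2* averaged 701 in control and 1190 in high K+, a log2 difference of 0.62 ± 0.59 (SD over 13 time points). That of *fzd7* averaged 147 in control and 253 in high K+, a log2 difference of 0.67 ± 0.51. After scaling to a median ratio of 1 the ratios fell below 0 for *pou5f3.1* (-1.26), *ventx1.2* (-1.34) and *tcf7l1* (-0.85). With spike-in scaling they fell below 0 for *ventx1.2* (-2.27), *wnt8a* (-1.08) and *tcf7l1* (-3.20). Without the time point at 2.5 h the ratio of *pou5f3.1* was -0.17 and that of *tcf7l1* was 0.07, and without the one at 2 h that of *ventx1.2* was -1.66. The mean log2 difference stayed above 0 for the 6 genes under both scalings, though barely for *tcf7l1*. For *tcf7l1* it was 0.04 with a median ratio of 1 and 0.02 with spike-in scaling. Without scaling it was 0.15, and *tcf7l1* was higher in high K+ at 6 of 13 time points. The high K+ sample at 0 h held low levels of late transcripts, 2.70 for *ventx1.2* against 0.14 in control. For *ventx1.2* the mean log2 difference was 1.35 over the first 6 time points and 0.23 over the last 7 (exact permutation test of time points, two-sided, adjusted p = 0.0309), while the adjusted p of the same test was 0.165 with spike-in scaling.

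**Figure D5:**
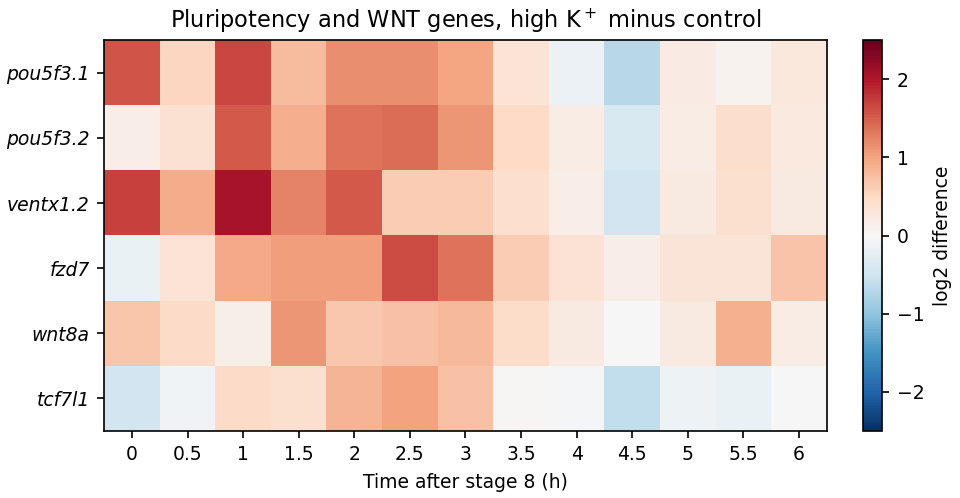
Log2 difference between high K+ and control (color) for 3 pluripotency and 3 WNT genes (y axis) at each time point in hours after stage 8 (x axis), without scaling between samples. The differences of *ventx1.2* were larger over the first 6 time points than over the last 7.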

Key members of the *Xenopus* pluripotency network are also found activated early, in cluster A1 including *foxh1, sox3*, and *pou5f3.3* (Fig. 6c, e).

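The genes *foxh1* (gene1949), with a log-likelihood ratio of 8.00, and *pou5f3.3* (gene30538), with a ratio of 5.99, fell in cluster A1, and *sox3* (gene1106), with a ratio of 9.61, fell in cluster A2. The abundance of *foxh1* averaged 208 in control and 397 in high K+, a log2 difference of 0.68 ± 0.51 (SD over 13 time points). That of *pou5f3.3* averaged 509 in control and 897 in high K+, a log2 difference of 0.71 ± 0.38, and it was higher at 13 of 13 time points. The log2 difference of *sox3* averaged 0.30 ± 0.28. The ratio of *sox3* was -0.99 after scaling to a median ratio of 1 and -6.17 with spike-in scaling, while *foxh1* and *pou5f3.3* stayed above 0 under both. A list of 25 pluripotency factors, fixed before the data were examined, had 12 activated and 3 repressed genes, and 6 and 4 after scaling to a median ratio of 1. The list includes *foxh1*, *sox3*, *pou5f3.3* and other genes that the paper names as activated in these data. The median of its mean log2 differences was 0.22, which exceeded 56.8% of the medians of matched random lists.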

To build the underlying gene regulatory networks, we examined transcription factor motif enrichment in the promoters of each of these activated gene clusters. Mirroring the gene set enrichments, we found motif enrichments segregated between early (A1,2) and later (A3,4) gene clusters (Fig. 6d, Supplementary Fig. 7h). We find strong enrichment for SP1, ETS, YY1, RFX, and CRE/ATF1 motifs driving gene expression changes in clusters A1 and A2. Interestingly, both ETS and CRE motifs are bound by factors responsive to calcium. Calcium induced phosphorylation of ETS1 inhibits binding activity^46^, and CRE elements are bound by calcium responsive family members, CREB1, CREM, and ATF1^47–49^. In our data, each of these factors are expressed at high levels at stage 8, and then are gradually downregulated to a minimum at stage 12. 

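In the control time course, *ets1* was at 73.0 at the first time point, reached its maximum of 168 at 0.5 h and its minimum of 15.5 at 5.5 h. The abundance of *crem* was 10.5 at the first time point, 12.3 at its maximum at 1 h and 2.64 at its minimum at 5.5 h. For *atf1* the first value was 172, the maximum was 305 at 0.5 h, and the minimum of 94.5 was the last value. The abundance of *creb1* was 59.8 at the first time point, 144 at its maximum at 1 h, 36.9 at its minimum at 5.5 h and 64.0 at the last time point.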

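The log-likelihood ratio between high K+ and control was -7.47 for *ets1* (gene31414), -2.10 for *crem* (gene5830) and -3.88 for *atf1* (gene4387), so none of these 3 genes was called. That of *creb1* (gene29633) was 6.48, and this gene was repressed, in cluster R2. Its abundance averaged 82.9 in control and 48.0 in high K+, a log2 difference of -0.71 ± 0.50 (SD over 13 time points), and it was lower at 11 of 13 time points. The calls of these 4 genes were the same under both scalings, while the direction of *atf1* by its fitted medians reversed with spike-in scaling. The mean log2 difference was -0.07 for *ets1*, 0.31 for *crem* and 0.14 for *atf1*. With limma and the time point as a block, the adjusted p was 0.574 for *ets1*, 0.0469 for *crem* and 0.312 for *atf1*. Time points are not independent replicates in that test.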

Of note, their mRNAs are not upregulated in high K^+^ conditions (Supplementary Fig. 7i). This suggests that the activity of these factors is post-translationally modified in depolarized embryos experiencing high Ca^2+^ to drive gene expression changes. In the case of ETS1, this factor may act to repress gene expression in normal germ-layer resolution and this repression is removed in high Ca^2+^ embryos. Supportive of these factors driving gene expression, we find a large intersection between activated gene clusters A1 and A2 and genes found in proximity to publicly available ETS1, CREB1 and CREM binding sites (Supplementary Fig. 7j); in the case of activated cluster A2 this remarkable enrichment accounts for 794/1520 (52.2%) of genes found in proximity to one of ETS1, CREB1, and CREM (FDR < 10^−26^,10^−23^,10^−35^, respectively, Fisher Exact Test). Therefore, we find that initial transcriptional responses captured by activated gene clusters A1 and A2 appear to be largely driven directly by calcium response. This includes the activation of mTOR and pluripotency genes in high K^+^ conditions; mTOR genes show an enrichment in CRE sites in their promoters across all clusters (*p* < 0.0072, Odds Ratio 2.46, Fisher’s Exact Test), pluripotency genes show enrichment for CRE sites in cluster A1 and A2 (*p* < 0.017, Odds Ratio 3.08, Fisher’s Exact Test), and ETS sites in cluster A2 (*p* < 0.021, Odds Ratio 5.15, Fisher’s Exact Test).

Turning to the genes activated later, particularly, those associated with pluripotency and germ-layer commitment in cluster A4, we find comprehensive enrichment of FOXH1, SOX and POU motifs in their promoters (Fig. 6d). These motifs correspond precisely with the early pluripotency TFs whose transcripts are activated in cluster A1 (Fig. 6e). Together, our high-resolution temporal profiling of the transcriptome in control and high K^+^ conditions reveals a cascade of transcriptional activation. 

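Over the first 6 time points the mean difference between high K+ and control, in units of the highest value of each gene, was 0.30 in A1, 0.31 in A2, 0.28 in A3 and 0.14 in A4. Over the last 7 it was 0.06 in A1, 0.11 in A2, 0.17 in A3 and 0.24 in A4. The cluster averages rest on the values without scaling between samples. Clusters were numbered by the time of their largest difference in this unit, so their order partly follows from that choice. On the log2 scale, the largest difference of *pou5f3.1*, *pou5f3.2* and *ventx1.2* in A4 was at 1 h. That of *foxh1* and *pou5f3.3* in A1 was at 1 h too. In A4, that of *wnt8a* was at 1.5 h and that of *fzd7* and *tcf7l1* at 2.5 h. A shift of the time axis was also examined. For each high K+ sample, the time on the interpolated control course with the highest Spearman correlation over tested genes was found, and the shift from its own time had a median of 0 h, with a lowest value of -0.3 h and a highest of 0.4 h. The paper takes the rise of calcium on depolarization from its other experiments. From the order of the activated clusters, the motifs in their promoters and published binding sites of factors that respond to calcium, it proposes that this rise leads to the expression of mTOR and early pluripotency genes, and that those pluripotency factors then activate the later genes. Apart from the RNA-seq data, it reports that nifedipine, which blocks L-type calcium channels, ended the prolonged staining of *pou5f3.3* and *ventx1.2* in *kcnh6*-depleted embryos.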

We propose a model where a depolarized membrane opens VGCCs and elevates intracellular calcium leading to the expression of transcripts (including mTOR and pluripotency factors) whose promoters are enriched with calcium responsive motifs. This is followed by the activation of transcripts involved in pluripotency and germ-layer commitment, driven by the pluripotency factors activated in the early wave of gene expression.

Our transcriptome analysis not only revealed a potential gene regulatory network but pointed towards a role for mTOR. mTOR is critical for multiple cellular processes including autophagy, nutrient sensing, and an emerging role in pluripotency^50–56^. 

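After each pair of samples was scaled to a median ratio of 1, the median of the mean log2 differences of the 57 tested mTOR genes was 0.13, and 16 of them were activated and 4 repressed. It was above 0 at 12 of the 13 time points with this scaling, at 11 without scaling and at 8 with spike-in scaling. Without scaling 41 of the genes were higher in high K+ on average and 16 were lower, and with spike-in scaling 33 were higher and 24 lower.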

Because the expression of mTOR pathway members was increased in depolarizing conditions and pathways associated with mTOR, we reasoned that mTOR signaling was upregulated and maintained pluripotency in these depolarized embryos. To test this hypothesis, we applied the mTORC1 inhibitor, rapamycin, to depolarized gastrulating embryos to see if this could abolish the aberrant expression of pluripotency markers *pou5f3.3* and *ventx1.2* in the animal pole and activate germ-layer differentiation. Rapamycin dramatically lowered expression of *pou5f3.3* and *ventx1.2* in the animal pole in *kcnh6* CR and high K^+^ treated embryos compared to those embryos treated with vehicle alone and appeared comparable to untreated control embryos (Fig. 7a, b, d, e). Conversely, the expression of the ectodermal marker, *ectodermin*, which was reduced in depolarizing conditions (*kcnh6* depletion or exposure to high K^+^), was recovered with rapamycin treatment (Fig. 7c, f). Therefore, a polarized V_m_ at gastrulation onset is critical for limiting mTOR in order to suppress pluripotency genes and enter differentiation.

**Fig. 7:**
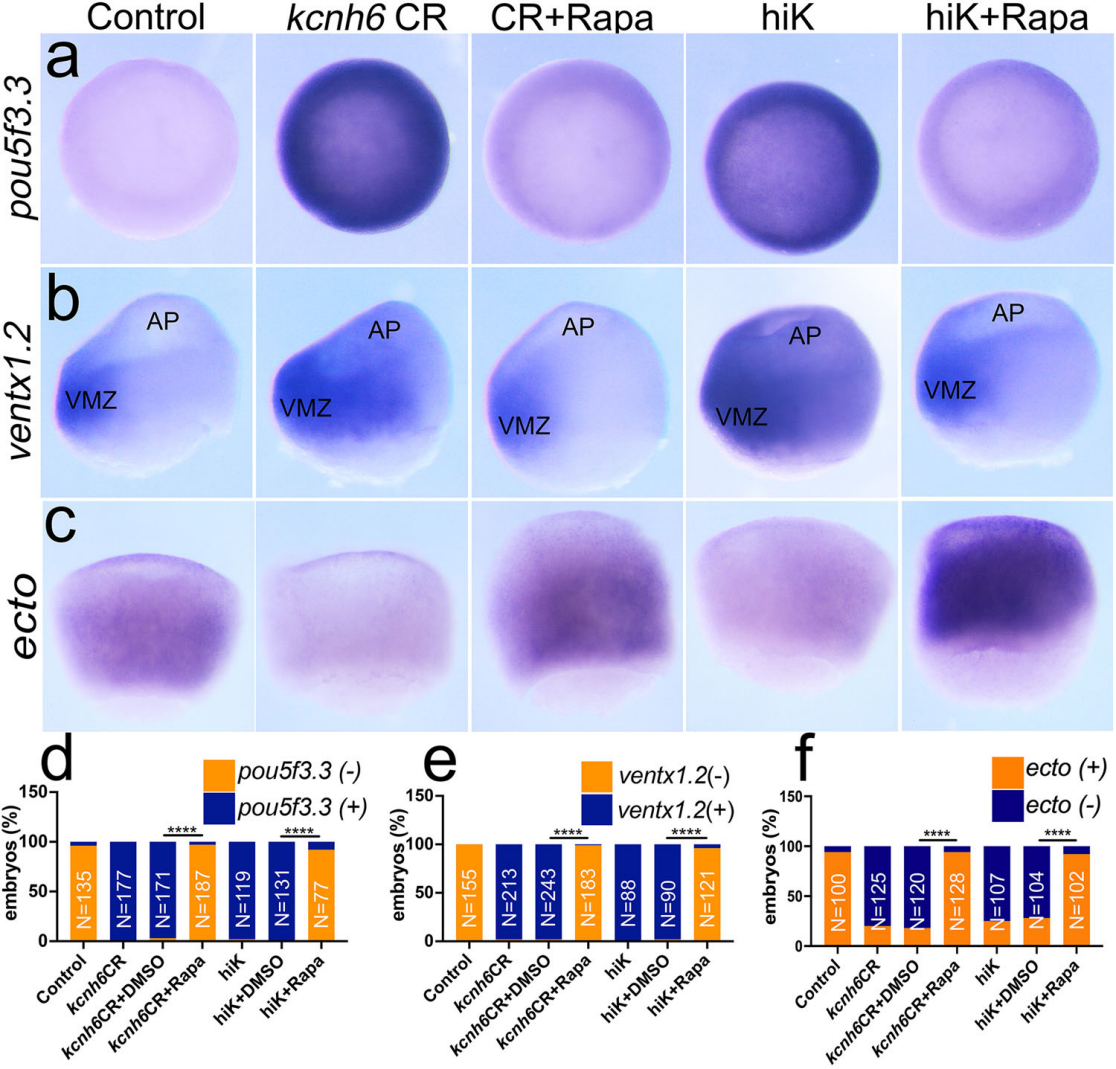
V_m_ polarization limits mTOR which promotes pluripotency. **a**–**c** WMISH for pluripotency markers *pou5f3.3, ventx1.2,* and differentiation marker *ectodermin* in stage 10 embryos, depolarized by *kcnh6* depletion (*kcnh6*CR) or high K+ (hiK), and treated with vehicle (DMSO) or rapamycin (Rapa) as indicated; views are **a** animal pole; **b**, **c** lateral view with dorsal to the right; AP animal pole, VMZ ventral marginal zone. **d**–**f** Quantification of stage 10 embryos with present (+) or absent (−) expression of markers *pou5f3.3* (**d**)*, ventx1.2* (**e**), and *ectodemin* (**f**) in the animal pole area. *p*-values in **d** are: (*kcnh6*CR+Rapa vs *kcnh6*CR+DMSO) = 3.34e-087 and (hiK+Rapa vs hiK+DMSO) = 2.89e-047, in **e**: (*kcnh6*CR+Rapa vs *kcnh6*CR+DMSO) = 1.60e-110 and (hiK+Rapa vs hiK+DMSO) = 1.93e-050, and in **f**: (*kcnh6*CR+Rapa vs *kcnh6*CR+DMSO) = 3.38e-040 and (hiK+Rapa vs hiK+DMSO) = 4.89e-02; two-sided Fisher’s exact test; total embryo numbers (N) in the graphs were collected over 3 independent experiments for *pou5f3.3* and *ventx1.2* and over 4 independent experiments for *ectodermin*; key for asterisks: ****p ≤ 0.0001. Source data are provided as a Source Data file.

Finally, we tested whether our findings would also apply to human embryonic stem cells (hESCs). At stage 9, *Xenopus* animal cap cells are pluripotent in that they can, under appropriate conditions, form derivatives of any of the three germ layers (Fig. 4o). However, they contrast with hESCs in their limited capacity for self-renewal as the brisk pace of embryonic development proceeds. Therefore, we turned our attention to hESCs to test our findings in the context of a self-renewing pluripotent state and to determine their relevance to human development. hESCs are already highly pluripotent, and we wondered if depolarization would lead to elevations in the pluripotency markers OCT4 and SOX2. Indeed, hESCs grown for two days with Ergtoxin to specifically block KCNH channels showed a modest but significant elevation of these markers over their already high levels in the pluripotency state as indicated by immunostaining and qPCR against these markers (Fig. 8a, b, Supplementary Fig. 8a, b). While not as specific as Ergtoxin for KCNH channels, Barium showed similar trends but did not rise to statistical significance. qPCR for the markers *OCT4*, *SOX2*, and *NANOG* also revealed upregulation of these genes at the transcript level, with *OCT4* and *SOX2* upregulated by day 2 and all three genes upregulated on day 5 (Supplementary Fig. 8a, b).

**Fig. 8:**
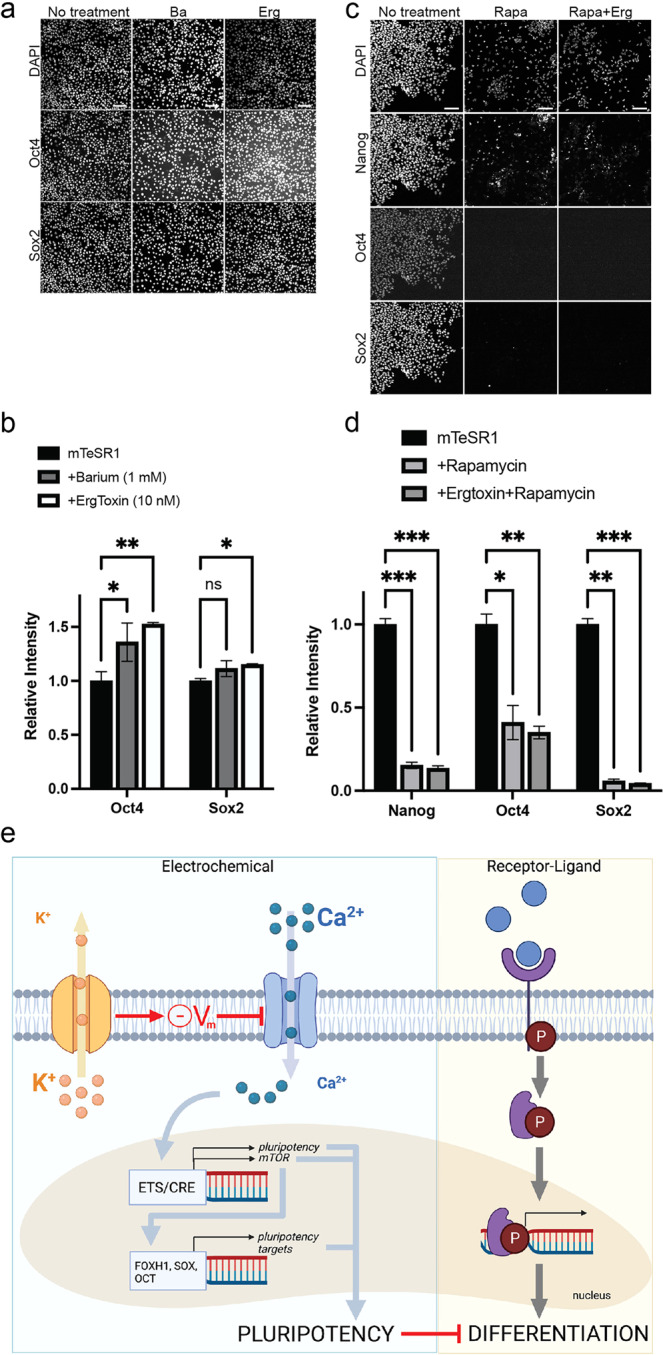
Potassium channels affect pluripotency in hESCs. **a** Images showing untreated hESCs grown in mTeSR1 media or cells treated with 1 mM Barium or 25 nM Ergtoxin and immunostained for pluripotency factors. Scale bar = 100 μm. **b** Quantification of the results in **a**; AU arbitrary units. *p*-values are Oct4: (control vs Ba) = 0.03, (control vs Erg) = 4.5e-04; Sox2 (control vs Ba) = 0.06, (control vs Erg) = 4.4e-04. **c** Images showing untreated hESCs grown in MEF-CM media or cells treated with 100 nM rapamycin with or without 25 nM Ergtoxin. Scale bar = 100 μm. **d** Quantification of the results in **c**; AU arbitrary units. *p*-values are Nanog: (control vs Rapa) = 4.5e-04, (control vs Rapa+Erg) = 4.3e-04; Oct4: (control vs Rapa) = 0.002, (control vs Rapa+Erg) = 0.002; Sox2 (control vs Rapa) = 7.7e-04, (control vs Rapa+Erg) = 7.6e-04. Graphs (**b**) and (**d**) present mean ± SEM; key for asterisks: *p ≤ 0.05, **p ≤ 0.01; ***p ≤ 0.001; ns nonsignificant for *p* < 0.05; data were derived from 400 cells/3 independent replicates over at least 2 independent experiments. Source data are provided as a Source Data file. **e** Model for the onset of embryonic differentiation depicting classical biochemical signaling (right) that is complemented by regulation via membrane potential (left). In the electrophysiological pathway, potassium channels set the membrane potential, which limits activation of voltage-gated calcium channels and suppresses intracellular Ca^2+^ levels. Both pathways result in changes in gene expression, mediated by intracellular signal transducers (right), or by factors that require calcium (left). While biochemical pathways are essential to induce expression of differentiation factors, the electrophysiological pathway affects cell fate indirectly by controlling the timing of downregulation of pluripotency genes. Adapted from “Transporters”, by BioRender.com (2022). Retrieved from https://app.biorender.com/biorender-templates.

We also tested whether blocking K^+^ channels with Ergtoxin affected the kinetics of differentiation. BMP4 induces differentiation to either mesodermal or extraembryonic fates in a dose-dependent manner^57–59^. Ergtoxin caused a significant delay in downregulation of pluripotency markers such as SOX2 at 12 h with a similar trend in NANOG (Supplementary Fig. 8c, d). As in *Xenopus*, the timing of differentiation of human embryonic stem cells appears significantly affected under depolarizing conditions.

To test whether the role of mTOR signaling downstream of membrane depolarization is conserved, we treated hESCs with rapamycin with or without Ergtoxin. Treatment with rapamycin led to reduction of pluripotency markers in a dose-dependent manner with near complete loss by 5 days (Fig. 8c). In the presence of rapamycin, Ergtoxin had no effect on pluripotency markers (Fig. 8d), indicating that mTOR is downstream of membrane depolarization in hESCs as in *Xenopus*. Although rapamycin did reduce the final cell number per well, it inhibited the effect of Ergtoxin on pluripotency marker expression independently of the density at which cells were seeded (Supplementary Fig. 8e) and of the final cell number in the well (Supplementary Fig. 8f). Taken together, our data support that the polarization of membrane potential via KCNH channels promotes the exit from pluripotency and the activation of differentiated cell fates in *Xenopus* and human cells.

## Discussion

We propose a model in which membrane voltage regulates intracellular calcium during a critical stage of embryonic development, at which point cells need to extinguish pluripotency factors in order to activate a program of cellular differentiation (Fig. 8e). The K^+^ and Ca^2+^ channel network upstream of pluripotency factor expression potentially represents an extremely robust control mechanism over the first stages of organism development: ion channels are effective at low expression levels, modular and thus partially redundant with respect to each other (i.e., subunits of different channels can heterodimerize to form a channel if subunits of the same channel are unavailable), and their function depends on the existence of a simple ion concentration gradient across the plasma membrane. The basic elements of this regulation, K^+^ and Ca^2+^, are readily available extracellularly, conferring this system with some independence from protein-dependent cell signaling. Ultimately, ion channel networks may represent an additional mechanism to regulate cell fate during development, which is complementary to the established paradigm of gene expression regulation by secreted factors and ligand-receptor signaling (Fig. 8e).

Our work and the work by others supports the notion that membrane potential modulates development in a variety of contexts including LR patterning^2–6^, chondrocyte differentiation in chick limbs^13^ as well as morphogenesis of the developing Drosophila wing^8,9^. Additionally, our work adds to the molecular mechanisms that have associated membrane potential with stem cells differentation^12,14,60–62^. Of note, previous work has suggested that K^+^ itself may have signaling properties that affect the directed differentiation of hESCs^63^. However, our study indicates that it is V_m_ and not K^+^ itself that is critical. This is consistent with the notion that, because K^+^ is so abundant inside the cell, it is unlikely to act as a signaling moiety, unlike Ca^2+^.

While elevations in intracellular calcium do have physiological functions in the prospective mesoderm and ectoderm of the gastrula, both in patterning^24,25^ and morphogenesis^30^, we show that regulation of voltage-gated calcium channels by V_m_ is critical for the exit from pluripotency. Based on this, we suggest that low intracellular calcium reduces the expression of mTOR and pluripotency factors, which is conducive to differentiation onset. While we have not eliminated other voltage responsive signaling, our results indicate that calcium is critical in this context.

Regulation by V_m_ and Ca^2+^ presents interesting implications for developmental timing, as they appear to be key in specifying the exact time frame of pluripotency exit. Indeed, previous work has also implicated mTOR in developmental timing of the pluripotent state^64^, and our work demonstrates the upstream regulation of mTOR in this context. The requirement of V_m_ for this developmental period is also underscored by measurements in developing *Xenopus*^16^ and *Triturus*^15^ showing a clear hyperpolarization of V_m_ towards the onset of germ-layer differentiation that is concurrent with a reduction in calcium levels^26^. Therefore, it may be that membrane polarization may act as a timing mechanism to allow embryonic cells to be synchronized before the onset of differentiation. To do so, the embryo employs ion channels, mTOR, and an array of pluripotency transcription factors. Then secreted factors can act on these pluripotent cells to activate different programs of differentiation across the embryo (Fig. 8e). Of note, tissues with abnormal ion homeostasis at gastrulation onset do have differentiation potential and may eventually differentiate at later stages, but the significant delay in exiting pluripotency dramatically affects gastrulation morphogenesis itself as well as LR patterning.

Importantly, genetic data from Htx/CHD patients identified the KCNH family and especially *KCNH6*. Recent work has identified ion channels as an interesting intersection between CHD and autism^65^. While ion channels in neuronal development are well established^14^, our work adds to the role of ion channels in early embryonic development that includes pluripotency, LR patterning, and congenital heart disease.

Finally, the induction and maintenance of pluripotency clearly depends on a set of transcription factors, and our work connects V_m_ and intracellular calcium as upstream of this pluripotency program. This finding may be applicable to multiple contexts in which stem cells play a role in embryonic development or adult tissue homeostasis. Our work demonstrates the importance of V_m_ in vivo during early embryonic development as well as in vitro in human stem cells. Importantly, this pathway is readily manipulated by a wide range of highly specific channel inhibitors or simple changes in extracellular ionic concentrations. Therefore, we define multiple tools for pluripotency manipulations in embryos, organoids, and adult tissues where stem cells play a critical role.

## Methods

### *Xenopus* husbandry

In this study, we used *Xenopus tropicalis* from the N (Nigerian) strain. Adult *X. tropicalis* were raised and housed according to our established protocols which were approved by the Yale Institutional Animal Care and Use Committee. We induced ovulation, performed IVF, and raised embryos in 1/9× MR as previously described^66^. We staged *X. tropicalis* embryos according to Nieuwkoop and Faber^67^. In *Xenopus*, sex is determined in a 50:50 ratio genetically, and our experiments were all performed in embryos under 72 h of age before the sex of the animal can be determined morphologically.

### Morpholino oligonucleotides, mRNA, and CRISPRs

All injections of *Xenopus* embryos were performed at the one-cell stage using a fine glass needle and Picospritzer system, as previously described^68^. A *kcnh6* translation blocking (*kcnh6* MO, 5’-GGTCCTCGAAGTTTAGGATAAACAT-3’) and a scrambled morpholino oligonucleotide were obtained from Gene Tools LLC and injected at 10 ng to deplete *kcnh6* or as a control, respectively. CRISPR sgRNAs for *kcnh6* targeted either exon 3 or exon 4 based on the v7.1 gene model of the *X. tropicalis* genome (CRex3: 5’-GGAATAAGGGGTGAAGACAGCGG-3’ and CRex4: 5’-AGGGCGCTCTACATTTCCAATGG-3’). CRISPR sgRNAs for *cacna1c* (5’-GCAGACGGGGGCAGCGCCATTGG-3’) and *cacna1g* (5’-GGTTAATGGCTCTCAGCGGGCGG-3’) were designed from the v7.1 model of the *Xenopus tropicalis* genome. For F0 CRISPR knockdown, embryos were injected with 1.5 ng Cas9 Protein (PNA-Bio) and 400 pg of targeting sgRNA and raised to desired stages as previously described^69^. For *pitx2* and *coco* expression analyses, the dose of *kcnh6* sgRNA was halved to a subphenotypic dose of 200 pg to obtain embryos without gross morphological gastrulation defects. Full-length human *KCNH6* (NM_030779.3 cloned in pCS107), *GCaMP6* (subcloned in pCSDest) and *mCherry* cDNAs (Addgene #34935; in pCS2 + ), were used to generate capped mRNAs in vitro by first linearizing with appropriate restriction enzymes and then transcribing with the mMessage machine kit (Ambion). mRNAs were injected at 3 pg (human *KCNH6*), 150 pg (*GCaMP6*), and 150 pg (*mCherry*) per embryo. Embryos were raised at 21 °C to allow time for sufficient expression levels at blastula/gastrula stages.

### Inference of CRISPR edits (ICE) analysis

Genomic DNA from CRISPR and control embryos were obtained by lysing individual, stage 45 tadpoles in 50 mM NaOH as previously described^69^ and amplifying PCR fragments around the CRISPR target site that encompass ~200 bp upstream and 500 bp downstream of the site. The following primers were used for CRISPRs targeting exons 3 and 4 of the *kcnh6* locus, respectively: CRex3-F: 5’-CAGGACTGATGAAAGCAAGC-3’ and CRex3-R: 5’-GCTTATCCATAGCTGTAACAACG-3’; CRex4-F: 5’-GAGACAGTAGGCTGTTCC-3’ and CRex4-R: 5’-CCACAAGCAGTTTCACTACC-3’. PCR fragments were Sanger sequenced using the same forward primers, and sequencing traces were uploaded for analysis with the Synthego ICE analysis web tool to assess editing outcomes.

### Organ *situs*

Stage 45 *Xenopus* embryos were paralyzed with benzocaine or tricaine and scored with a light stereomicroscope. Cardiac looping was determined by position of the outflow tract; D-loop: rightward, L-loop: leftward; A-loop: midline. Normal intestinal looping was scored as counter-clockwise rotation of the gut, while abnormal intestinal looping was scored as completely inverse gut rotation (clockwise) or complete lack of looping (unlooped). While a completely inverted gut rotation is clearly an abnormality of LR patterning, an unlooped gut is less clear so we only considered an unlooped gut as abnormal *situs* when combined with abnormal placement (left-sided or midline) of the gall bladder. To quantify total abnormal organ *situs*, each tadpole was counted only once, regardless of whether multiple organs were affected.

### Whole mount in situ hybridization

Digoxigenin-labeled antisense probes for *pitx2* (TNeu083k20), *dand5/coco* (TEgg007d24), *myoD* (Tneu017H11), *myf5* (TGas127b01), *tbxt* (TNeu024F07), *foxj1* (Tneu058M03), *ectodermin* (TNeu104j16), *foxI1a* (Tgas002H16), *mixer* (TGas105b05), *vegT* (TGas066f22), *gsc* (TNeu077f20), *xnr3* (Tgas011k18), *vent2* (BG885317), *oct25* (TGas051h05), *oct60* (IMAGE: 7526158), *oct91* (IMAGE: 7575764), *vent1* (BG487195), *sox2* (Tgas061h22), *cytokeratin* (IMAGE:6991625), and *sox17β* (BG886038) were in vitro transcribed using T7 High Yield RNA Synthesis Kit (E2040S) from New England Biolabs. In order to generate a full-length antisense probe for *X. tropicalis kcnh6*, *kcnh6* cDNA was cloned from stage 45 tadpole whole mRNA using primers xtkcnh6-F: 5’- ATGTTTATCCTAAACTTCGAGGACC-3’ and xtkcnh6-R: 5’-CTAACTTCCTGGAAGACCTGGG-3’ (XM_012952904.1). We note that *kcnh6* had been misannotated as *kcnh2* in the v7.1 model of the *X. tropicalis* genome (We used NCBI Annotation XP_012808358.2 to identify KCNH6). Embryos were collected at the desired stages, fixed in MEMFA for 1–2 h at room temperature (RT) and dehydrated in 100% ethanol. GRPs were dissected post fixation and prior to dehydration to detect *dand5*. To detect putative gene expression in the prospective endoderm (*mixer*, *vegT*, *kcnh6*) gastrula stage embryos were bisected to facilitate better probe access. Briefly, whole mount in situ hybridization of digoxigenin-labeled antisense probes was performed overnight, the labeled embryos were then washed, incubated with anti-digoxigenin-AP Fab fragments (Roche 11093274910), and signal was detected using BM-purple (Roche 11442074001), as previously described in detail^68^.

### Medium conditions and treatments of embryos

Normal embryonic medium is 1/9x modified Ringer’s (MR) containing 11 mM NaCl, 0.2 mM KCl, 0.2 mM CaCl_2_, 0.1 mM Mg_2_Cl and 0.55 mM HEPES. To allow Ergtoxin to penetrate the embryos, we manually removed the vitelline envelope of stage 8 embryos and incubated embryos in 1/9× MR containing 50 nM Ergtoxin (Alomone STE-450) until stage 12. Embryos were then transferred back into 1/9× MR lacking Ergtoxin to develop until stage 45 in order to score organ *situs*. Barium chloride was applied into the medium at 20 mM and embryos were thoroughly rinsed in 1/9× MR after each incubation period for further development in Ba^2+^-free medium. For extracellular K^+^ manipulations, the KCl concentration in 1/9x MR was modified from 0.2 mM (normal) to 20 mM (high) or 0 mM (low). The ionophore valinomycin (ACROS) and L-type VGCC blocker Nifedipine (ACROS) were diluted in DMSO as stock solutions and applied to embryos in 1/9× MR at 2 and 10 μM, respectively. Treatments performed during gastrulation were applied from stage 8 through stage 12, and embryos were then rinsed thoroughly and returned into 1/9× MR. For rapamycin, we created a standard stock solution of 50 mg/ml in DMSO. The stock solution was diluted 1:2500 in the appropriate embryonic media (final 20 μg/ml). Embryos were treated at stage 7 and then fixed at stage 11 for in situ hybridization.

### GRP immunofluorescence

Embryos were fixed at stage 17 in 4% paraformaldehyde-PBS for 2 h at RT, washed in PBS, and then dissected to obtain GRPs. GRPs were permeabilized for 30 min at RT using 0.1% Triton-PBS (PBST), then blocked in 1% BSA-PBST for 1 h at RT and incubated in primary antibodies diluted in 1% BSA-PBST overnight at 4 °C (anti-myoD 1:100; LsBio C143580-100 or anti-acetylated tubulin 1:2000 Sigma T-6793). GRPs were then washed in PBST for 30 min and then incubated with secondary antibodies in 1% BSA-PBST for 1 h at RT. Phalloidin (1:50; Molecular Probes) and Hoechst 33342 (1:1000; Molecular Probes) were diluted into the secondary antibody solution. Images were acquired using a ZEISS 710 laser scanning confocal microscope.

### Intracellular V_m_ recordings

For recordings, devitellinized, stage 10 *kcnh6* or control MO-injected embryos were mounted into non-toxic clay with their animal pole exposed and covered with 1/9x MR. To investigate the resting potential, animal pole cells were impaled with a high-impedance (~70 MΩ), sharp microelectrode filled with 3 M KCl for intracellular recordings. The recordings were made using an Axon 200B amplifier and digitized using a Digidata 1320 digitizer. Jclamp software for Windows was used in current clamp mode. All electrodes were zeroed just before entry into the cells.

For the series of intracellular recordings in high K^+^ and choline treated embryos, stage 8–9 embryos were impaled similarly with an electrode of ~40 MΩ. These recordings were made using a HEKA EPC10 amplifier. We used HEKA PatchMaster v2x67software for Windows. All electrodes were zeroed just before entry into the cells.

### Calcium imaging

GCaMP6 and mCherry mRNAs were mixed and injected into embryos at the one-cell stage. Half of these embryos were then injected with *kcnh6* MO and the other half with control MO, still at the one-cell stage. Embryos were transferred at stage 10 into the round wells of a press-to-seal silicone isolator (Sigma S3685) mounted between two cover slips in 2% Methylcellulose-1/9x MR. GcaMP6 and mCherry fluorescence was then captured for 20 s (1 frame per second) via time lapse in the whole animal pole of each embryo with a ×20 objective of an LSM710 confocal microscope using identical acquisition settings across Control MO and *kcnh6* MO embryos. Time lapse recordings were conducted randomly and in an unbiased manner in regard to presence and intensity of calcium transients. However, all embryos did display transient increases in GcaMP6 fluorescence, varying in intensity and spreading to multiple cells. The frames of each recording were sorted to identify the calcium transient peak (in area), and GcAMP6 fluorescence intensity was quantified at peak as a ratio to mCherry in mCherry+ cells. The maximum Ca^2+^ transient area was calculated by demarcating in Fuji the GCaMP6(+) vs GcaMP6(–) area of the animal pole at transient peak. To avoid mosaicism artifacts, only embryos with even, non-mosaic mCherry expression across the entire animal pole were considered. To avoid embryonic stage dependent fluctuations in Ca^2+^ transient size, we verified each embryo for stage by progression of blastopore closure and alternated recordings of control and *kcnh6* MO embryos. Of note, there were no notable differences in mCherry expression between Control MO and *kcnh6* MO embryos.

### Animal cap pluripotency assays

After manually removing the vitelline envelope of stage 9 or 12 embryos, animal caps were excised and placed on agarose coated dishes in 1/9× MR solution. Caps were then directly placed into agarose coated wells of a 96-well plate in 1/3× MR containing 0.1% BSA and cultured without activin to allow for differentiation into epidermis, with low (20 ng/ml) activin to induce mesoderm, or high activin (200 ng/ml) to induce endoderm, as previously described^43^. Explants were raised at 25 °C until reaching the equivalent of stage 18 (monitored in whole embryos of the same batch), then fixed in 4% paraformaldehyde, washed in PBS, bleached to eliminate pigmentation (0.5× SSC, 5% formamide, 1.2% H_2_O_2_), and then processed by in situ hybridization as described above.

### RNA-seq

For RNA-Seq, embryos were kept at 25 °C either in 1/9× MR or in 10 mM KCl solution, and 10 embryos were harvested per time point and condition every 30 min starting at stage 8 and concluding at stage 13. Samples were immediately frozen and kept at −80 °C until homogenized in 100 μl Trizol spiked with ERCC RNA Spike-In Mix. 10 μl ERCC RNA Spike-In Mix (Thermo Fisher Scientific) were first diluted into a final volume of 870 μl DEPC water and then further diluted 1:10 into Trizol, which was used to homogenize the samples. Total RNA was purified from the embryo Trizol homogenates according to the manufacturer’s recommendations. After isopropanol precipitation, RNAs were resuspended in DEPC water and any contaminating genomic DNA was removed by overnight precipitation in 5 M LiCl at 4 °C. RNA was subsequently pelleted and washed twice with 70% ethanol. All RNAs were resuspended in DEPC water (2 μl/embryo), and finally, RNA quality was verified by Bioanalyzer. All libraries were sequenced with 100 bp paired-ends on an Illumina NovaSeq6000.

### Quantification RNA-seq

Stranded paired-end 100 bp RNA-seq reads were aligned to the Xt9.1 genome combined with ERCC spikes using STAR^70^ and quantified as transcripts per million (TPM) for each isoform with RSEM^71^ using the RSEM-STAR pipeline, with additional options “--seed 1618 --calc-pme --calc-ci --estimate-rspd --paired-end”. Using the ERCC spikes we identified a batch-dependent GC bias where AT-rich transcripts were preferentially lost as compared to GC-rich transcripts (Supplementary Fig. 7b). We leveraged knowledge of spike-in concentrations to build a GC model correction based on the dinucleotide content of RNAs. We calculate the propensity of each of the 16 dinucleotides (*AA, AC, …, TG, TT*) within each spike sequence, with *f*_*ik*_ is the frequency of dinucleotide *k* within sequence *i*, its propensity is $${p}_{{ik}}={f}_{{ik}}/{\sum }_{j}{f}_{{ij}}$$. We then employ the following linear model to correct the TPM *t*_*si*_ of RNA spike $${i}$$ in sample $${s}$$ to its known concentration $${c}_{i}$$:

$${{\log }}\,{c}_{i}={{\alpha }}+{{{\beta }}}_{{{T}}}{{\log }}\,{t}_{{si}}+{\sum }_{j}{\beta }_{j}{{\log }}\,{\rho }_{{ij}}$$

We use the GLM.jl (https://github.com/JuliaStats/GLM.jl) in the Julia language to apply this model and add a pseudocount of 2 to all dinucleotide frequencies. As the GC effect varies between UC and high K+ samples (Supplementary Fig. 7b), we apply the correction independently to UC and High K+. The correction is able to explain a significant proportion of variance in spike TPM, increasing R^2^ from 0.807 and 0.733 to 0.965 and 0.964 respectively from UC and high K+ samples. 

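In the corrected abundances, 92 spike-in RNAs are listed and 68 passed the expression filter. The level of a sample was taken as the median over the 43 spike-in RNAs above 10 in every sample, relative to their average. It lay between -0.58 and 0.65 on the log2 scale over the 26 samples. The level was higher in high K+ at 10 of 13 time points, with a mean difference of 0.13 ± 0.37 (SD over 13 time points). The same test as for genes gave a log-likelihood ratio above 0 for 12 of the 68 spike-in RNAs (17.6%), 10 of them higher in high K+. With each RNA's mean subtracted first, it did so for 60 of them (88.2%), against 56.2% of the tested genes.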

We apply this correction to each isoform of all genes quantified with the dinucleotide propensities of each isoform and RSEM isoform quantifications. We then sum all corrected quantifications at the isoform level to derive gene level quantifications. This allows us to account for differing isoforms of the same gene with differing dinucleotide propensities.

### Filtering of genes for differential expression analysis

We first filtered 34,192 quantified genes to find those with sufficient temporal expression for further analysis, we selected genes that had runs of 6 consecutive samples with uncorrected TPM > 0.4. This resulted 13,310 from which we excluded a further 162 genes which where excessively altered by the above described correction procedure, these had log2 fold changes between corrected or uncorrected quantifications outside of the interval (−2.5, 4.5). 

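The uncorrected TPM values were not used here, so the filter was applied to the corrected abundances, and genes with excessive correction could not be excluded. With a threshold of 0.4 in 6 consecutive samples, 14118 genes passed in both conditions. In 58 tested genes the abundance exceeded 10000 in some sample. A filter on a mean abundance of at least 1 gave 14461 genes, of which 4399 were activated and 1382 repressed. Testing the 25597 genes with any value above 0 gave 6905 activated and 4374 repressed genes.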

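Over the tested genes, the Spearman correlation between the control and high K+ samples of a time point lay between 0.937 at 1 h and 0.982 at 0 h. Over all pairs of the 26 samples it had a median of 0.889 and a lowest value of 0.629. Genes are not independent replicates in these correlations.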

After dinucleotide correction and filtering we found excellent concordance between samples, with minimal evidence of outlying samples, by Spearman Correlation comparisons and principal components analysis (PCA) (Supplementary Fig. 7c, d). The two domains in visible in pairwise Spearman comparisons (Supplementary Fig. 7c) reflect the loss of maternal RNA and the commencement of widespread zygotic transcription as we previously described^19^. Projection onto the first two principal components revealed that samples lie in appropriate order on a trajectory in 2D space, and the largest divergences between UC and high K+ occur midway through the time series in agreement with Gaussian process differential expression and clustering described below. 

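The first principal component held 68.5% of the variance and the other 11.3%. Along the first component, samples advanced from each time point to the next except at 0.5 h, where the score fell by 23.9 in control and by 24.4 in high K+, and at 4.5 h in control, where it fell by 6.00. In the plane of both components, the distance between the control and high K+ samples of a time point was largest at 1.5 h, at 41.9, and smallest at 0 h, at 8.42. The root mean square of the log2 differences between the conditions was largest at 1 h, at 0.93, and smallest at 0 h, at 0.52. After scaling to a median ratio of 1 it was 0.93 at 1 h and 0.52 at 0 h, while at 1.5 h, where the median difference over genes was 0.48, it went from 0.74 to 0.56.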

Corrected dinucleotide gene expression abundances are used in all analyses.

### Temporal differentiation expression

To determine genes temporally differentially expressed we used Gaussian process (GP) regression as we have previously applied^19^. All GP regression was performed with GaussianProcesses.jl (https://github.com/STOR-i/GaussianProcesses.jl; https://arxiv.org/abs/1812.09064). Due to the overdispersed nature of RNA-seq count data, we apply a variance stabilizing transform that puts all genes on the same scale: $${y}_{{si}}=\sqrt{\alpha+\beta {x}_{{si}}/{m}_{i}}$$, with *x*_*si*_ the dinucleotide corrected abundance of gene *i* in sample *s*, *m*_*i*_ the maximum *x*_*si*_ over all samples, and *α* = 1, *β* = 1000. We then perform exact GP regression (GP prior and a Gaussian likelihood) with Matern52 kernel, we optimize the three associated hyperparameters: $${\sigma }_{f}^{2}$$ the signal variance, *τ* the timescale (using previous terminology^19^, this parameter is commonly referred to as the lengthscale *l*), and $${\sigma }_{n}^{2}$$ the sample noise variance. Parameters are selected by optimizing marginal log-likelihood with parameters in log space: $${{\log }}{\sigma }_{f},{{\log }}\tau,{{\log }}{\sigma }_{n}$$, and to ensure physiologically reasonable values for each we place Gaussian priors, $${{{{{\mathscr{N}}}}}}\left(\mu,\sigma \right)$$ over each of these variables respectively $${{{{{\mathscr{N}}}}}}\left(1.4,4.0\right){{{{{\mathscr{,}}}}}}{{{{{\mathscr{N}}}}}}\left(1.2,1.0\right){{{{{\mathscr{,}}}}}}{{{{{\mathscr{N}}}}}}(1.0,0.75)$$. Finally, we reported GP median and 95% confidence intervals through our inverted data transformation $${\hat{x}}_{{si}}={m}_{i}({\hat{y}}_{{si}}^{2}-\alpha )/\beta$$ and set $${\hat{x}}_{{si}}=0$$ for $${\hat{y}}_{{si}} < \sqrt{\alpha }$$.

To determine temporal differential expression, we calculate a marginal likelihood ratio for whether we prefer separate GP models for UC and high K+ or a single GP model for all data combined. If *L*_*U*_ and *L*_*K*_ are the marginal log-likelihoods for UC and high K+ respectively, and *L*_*UK*_ is the marginal log-likelihood for a single regression through UC and high K+ together. Then we calculate log-likelihood ratio $${LR}={L}_{U}+{L}_{K}-{L}_{{UK}}$$ of evidence in favor of two models (essentially that the UC and High K+ have different expression trajectories for a given gene) and determine genes with *LR* > 0 as temporally differentially expressed. This resulted in 5144 differentially expressed genes, with 4043 activated and 1101 repressed (Supplementary Fig. 7d which shows that the max absolute divergence z-score between UC and high K+ trajectories increases with *LR*). 

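The log-likelihood ratio had a median of -1.52 over tested genes and ran from -18.6 to 90.0. With time as the sample number in place of hours, 5686 genes were called, and with each gene's mean subtracted first 8438 were. On 3000 simulated genes the same procedure called 97.7% of 133 genes changed at least 2-fold in the right direction, 74.6% of 67 genes changed 1.5-fold, and 2.61% of 2800 unchanged genes. The simulated noise was drawn apart for each gene, so it held no shift common to the genes of a sample. In the data, 12 of 68 spike-in RNAs (17.6%) had a ratio above 0, so 2.61% is not the rate of false calls there.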

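A stricter threshold of 4.89 on the log-likelihood ratio, which follows from 3 additional parameters and 26 samples under the Bayesian information criterion, left 2544 genes. Of these, 2251 were activated and 293 were repressed.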

We also considered a more stringent condition for differential expression using the Bayesian Information Criterion (BIC)^19^, that resulted in 2388 differentially genes. We found that this diminished differential expression gene set enrichments described below, indicating that the BIC was too conservative and we continued with our condition based on log-likelihood ratio.

### Clustering

To determine sets of differentially expressed genes with similar trajectories, we applied K-means clustering to activated and repressed genes independently. We define a gene as activated if Gaussian process median for High K+ exceeds UC on average, and repressed if it does not, we found no genes for which the mean of High+ and UC differences was zero. We cluster UC and High K+ genes by taking Gaussian process medians and normalizing by the maximum value experience by UC or High K+. We then cluster both trajectories together employing the kmeans function offered by Clustering.jl (https://github.com/JuliaStats/Clustering.jl) with default settings and random seed 16. To select the cluster number, we calculated the silhouette score for activated and repressed clusters for k = 2–10. 

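The mean silhouette score of the activated genes was 0.375 with 2 clusters, 0.38 with 3, 0.306 with 4 and 0.261 with 5. For the repressed genes it was 0.421 with 2 clusters, 0.398 with 3, 0.327 with 4 and 0.312 with 5.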

We found that the maximal mean silhouette score activated genes was k = 3 and for repressed genes was k = 2, but that scores were broadly similar for k = 2–4 and decreased significantly for k > 4, suggesting that k = 4 provides a reasonable partition of the data. In line with this we explored the clusters from k = 2–10, and found that key clusters were not well-resolved for k < 4 and that k > 4 clusters refined k = 4 behaviors. As k > 4 did not reveal new behaviors and did not improve gene set enrichments, we selected k = 4 to cluster activated and repressed genes.

### Gene set enrichments

To assess the composition of each cluster we performed gene set enrichments using Enrichr^45^. We took genes from each cluster with a known *Xenopus* gene symbol and converted these to human symbols, by removing any “.N” suffix for an integer N (for example, ventx1.1 becomes ventx1) and converting to uppercase. We then made the following substitutions to convert certain known *Xenopus* gene symbols to human where the name of the ortholog has diverged or only a paralog exists: pou5f3 → POU5F1, mix1 → mixl1, dppa2 → DPPA4, lefty → lefty2, ventx1-3 → NANOG, mespb → MESP1, sox17a/b → SOX17. We remove any duplicate names that arose in this process. We calculated enrichments for the following gene sets: KEGG_2019_Human, BioPlanet_2019, WikiPathways_2019_Human, GO_Biological_Process_2018, GO_Molecular_Function_2018, GO_Cellular_Component_2018, ChEA_2016. We calculate enrichments for each cluster individually and consecutive combinations of the 4 clusters: 1, 2, 3, 4, 12, 23, 34, 123, 234, 1234. All enrichments can be found in Supplementary Data 1, selected enrichments are given in Fig. 6C and terms are given shortened labels for brevity (Table 2):

**Table 2:** Selected enrichments from RNA-seq time course

Label	Term	Gene set
mTOR	mTOR signaling pathway	KEGG_2019_Human
Autophagy	Autophagy	KEGG_2019_Human
Ubiquitin	Ubiquitin-protein transferase activity GO:0004842	GO_Molecular_Function_2018
ER	Protein processing in endoplasmic reticulum	KEGG_2019_Human
Spliceosome	Spliceosome	KEGG_2019_Human
WNT signaling	Wnt signaling pathway	KEGG_2019_Human
Pluripotency signaling	Signaling pathways regulating pluripotency of stem cells	KEGG_2019_Human
Endoderm differentiation	Endoderm differentiation WP2853	WikiPathways_2019_Human

Selected enrichments and their associated abbreviated label listed in Fig. 6c.

### Motif analysis

To find motifs enriched in the promoters, we took the 500 bp upstream of the promoter of the maximally expressed isoform for each gene in the four activated and four repressed clusters, along with a background of the 500 bp upstream of all annotated TSS in the Xt9.1 genome. We extracted fasta files for each of these sets of regions, and then used findMotifs.pl from Homer^72^ to search for known motifs with options: “findMotifs.pl cluster*AB*.fa fasta out*AB* –fasta background.fa –nomotif” where *A* ∈ {activated, repressed} and *B* ∈ {1, 2, 3, 4}. We filtered results to select best matching motifs from related families, namely we collapsed all ETS motifs to the canonical Homer ETS promoter motif; all SP and KLF motifs to SP1; SOX motifs to SOX2; all HOX motifs to HOXD13 (the highest scoring HOX); we represent all GFY and Ronin matches as ZNF143 (for which the motifs overlap); and we excluded motif annotated as PRDM10, due to low confidence in the motif. The motif annotated as ATF1 is an example of the cAMP response element (CRE) bound by CREB factors including ATF1, we label this as CRE/ATF1. The top 16 motif enrichments are given in Supplementary Fig. 7h, in Fig. 6d we give the top 6 motif matches, excluding ZNF143 due to divergence from the JASPAR database, to which we add CRE/ATF1 as a putative calcium responsive element motivated by CREM/CREB1 gene set enrichments Supplementary Fig. 7j).

To calculate CRE and ETS motif enrichment for mTOR and pluripotency genes, we took genes annotated with the terms *mTOR* signaling pathway and Signaling pathways regulating pluripotency of stem cells from KEGG_2019_Human as provided by Enrichr^45^ that are activated in high K+ (LR > 0) and are present in clusters A1 and A2. The resulting genes were subjected to the same promoter analysis, using Homer to calculate the occurrence of the maximal ATF/CRE family motif and the ETS motif in these promoters and the background set to report Fisher Exact test p-values and Odds Ratios.

### *Xenopus* biological replicates, statistical methods, graphs, and models

In experiments where embryos were evaluated for phenotypes and scored (gastrulation, left-right patterning, in situ hybridizations) we carried out three to five biological replicates and Fisher’s exact test to evaluate statistical significance. The animal cap experiment was performed twice with a total score of four to eight animal caps per experiment. For the calcium transient analyses, data was collected from three to five embryos in each experiment in three independent experiments, and statistical analyses on GCaMP/mCherry fluorescence intensity as well as Ca^2+^ transient area were performed using student’s *t*-test. For whole cell electrophysiological recordings, three to five embryos (two cells each) were examined for their membrane potential and statistical significance was tested by student’s *t*-test. Graphs were designed using GraphPad Prism software. Models were created with BioRender.com.

### hESC culture

hESCs were grown in mTeSR1 (STEMCELL Technologies) in tissue culture dishes coated with Matrigel (Corning; 1:200 in DMEM/F12) and kept at 37 °C, 5% CO_2_. The cell lines used were ESI017 (ESIBIO) and H9. Cells were routinely passaged using dispase (STEMCELL Technologies) and tested for mycoplasma contamination and found negative. For rapamycin experiments, cells were grown in MEF-conditioned HUESM media supplemented with 20 ng/ml bFGF as previously described^73^ with or without 100 nM rapamycin, which we found to increase the survival of rapamycin treated cells compared to cells grown in mTeSR1.

### hESC treatments and differentiation

Cells were dissociated with accutase and seeded onto eight-well imaging slides (ibidi 80826) at a density of 4–6 × 10^4^/cm^2^. Cells were seeded and maintained in Rock-inhibitor Y27672 (MCE; 10 μM) to increase survival and the uniformity of response. Treatments with 1 mM BaCl_2_ or 10 or 25 nM Ergtoxin or 100 nM rapamycin were initiated 4 h after seeding. Differentiation was initiated 24 h after seeding where indicated. To initiate differentiation, the media was replenished with/without BaCl_2_ or Ergtoxin and treated with the indicated growth factors or small molecules. The media with any treatments was replenished daily.

### Immunofluorescence of hESCs

Cells were fixed for 30 min in 4% paraformaldehyde, rinsed twice with DPBS (without Ca^2+^ and Mg^2+^, denoted DPBS-/-), and blocked for 30 min at room temperature. The blocking solution contained 3% donkey serum and 0.1% Triton X-100 in 1× DPBS^−/−^. After blocking, the cells were incubated with primary antibodies at room temperature for 2 hours. Antibodies and concentrations are listed in Supplementary Table 1. Cells were washed three times with DPBST (1X DPBS-/- with 0.1% Tween 20) and incubated with secondary antibodies (AlexaFluor 488 A21206, AlexaFluor 555 A31570 and A21432, and AlexaFluor 647 A31571, Thermo Fisher; 1:500) and DAPI for 30 min at room temperature. After secondary antibody incubation, samples were washed in DPBST and then DPBS at room temperature.

### hESC Imaging and analysis

Images were acquired using a ×20, NA 0.75 objective on an Olympus IX83 inverted epifluorescence microscope or an Olympus/Andor spinning disk confocal microscope. Cell segmentation was performed using ilastik software^74^. This segmentation was cleaned (to remove debris and to separate merged cells) and mean nuclear protein intensities as well as standard errors were quantified using a custom MATLAB code. Nuclear intensities were normalized by DAPI to correct for intensity variation due to optics. Code is available at https://github.com/warmflashlab/Sempou2022_Code.

### qPCR

For qPCR, hESCs were grown with or without ErgToxin (25 nM) for the indicated times. RNA collection and DNase treatment were performed using the RNAqueous®-Micro Total RNA Isolation Kit (AM1931) and cDNA was synthesized with the SuperScript Vilo cDNA Synthesis Kit (Fisher Scientific 11754-050). qPCR measurements were collected using SYBR Green reagent (LifeTech-4367659) on a Step OnePlus instrument (Applied Biosciences). Data were normalized using the housekeeping gene GAPDH. Primers for qPCR were:

*OCT4*: 5’-caagctcctgaagcagaagag−3’, 5’-ccaaacgaccatctgccgcttt−3’,

*SOX2*: 5’-ccatgcaggttgacaccgttg−3’, 5’-tcggcagactgattcaaataata-3’,

*NANOG*: 5’-tgggatttacaggcctgagcca−3’, 5’-aagcaaagcctcccaatcccaaa−3’,

GAPDH: 5’-caccgtcaaggctgagaacg-3’, 5’-gccccacttgattttggagg-3’.

### Statistics and reproducibility

Embryo and cell sample sizes in this study were chosen according to the standards in the field. No data were excluded from the analyses. The investigators were blinded to allocation during experiments and outcome assessment whenever feasible.

For statistics, two-sided Fisher’s exact test was used to assess significance of two variables with independent proportions, (treated/untreated) and their outcomes (normal/abnormal). This test was applied when scoring for morphological phenotypes of embryos and WMISH results, under control conditions or after microinjection (CR, MO, mRNA), medium manipulations or treatment with compounds. Two-tailed, unpaired *t*-tests or ANOVA were used to test whether the means of two populations differ largely from one another and were employed for V_m_, calcium intensity and calcium transient area comparisons as well as all hESC experiments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

## Data Availability

The RNA-seq time series of uninjected-control (UC) and high K+ embryos generated in this study have been deposited in the Gene Expression Omnibus under accession GSE186670. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Membrane potential drives the exit from pluripotency and cell fate commitment via calcium and mTOR
**Source:** Nat Commun. 2022 Nov 5;13:6681. doi: 10.1038/s41467-022-34363-w
**Supplement:** Supplementary file 1 — Supplementary Information

***Supplementary information for***

**Membrane potential drives the exit from pluripotency and cell fate commitment via calcium and mTOR**

**Emily Sempou^1^, Valentyna Kostiuk^1^, Jie Zhu^2^, M. Cecilia Guerra^3^, Leonid Tyan^1,2^, Woong Hwang^1^, Elena Camacho Aguilar^3^, Michael J. Caplan^2^, David Zenisek^2^, Aryeh Warmflash^3^, Nick D. L. Owens^4^, Mustafa K. Khokha^1^**

###

### Departments of Pediatrics and Genetics

### Yale University School of Medicine,

### 333 Cedar Street

### New Haven, Connecticut 06510, USA

### Yale University School of Medicine

### 333 Cedar Street

### New Haven, Connecticut 06510, USA

345 Anderson Biological Labs

Houston, Texas 77005, USA

**University of Exeter,**

**Barrack Road, Exeter, EX2 5DW, United Kingdom**

**
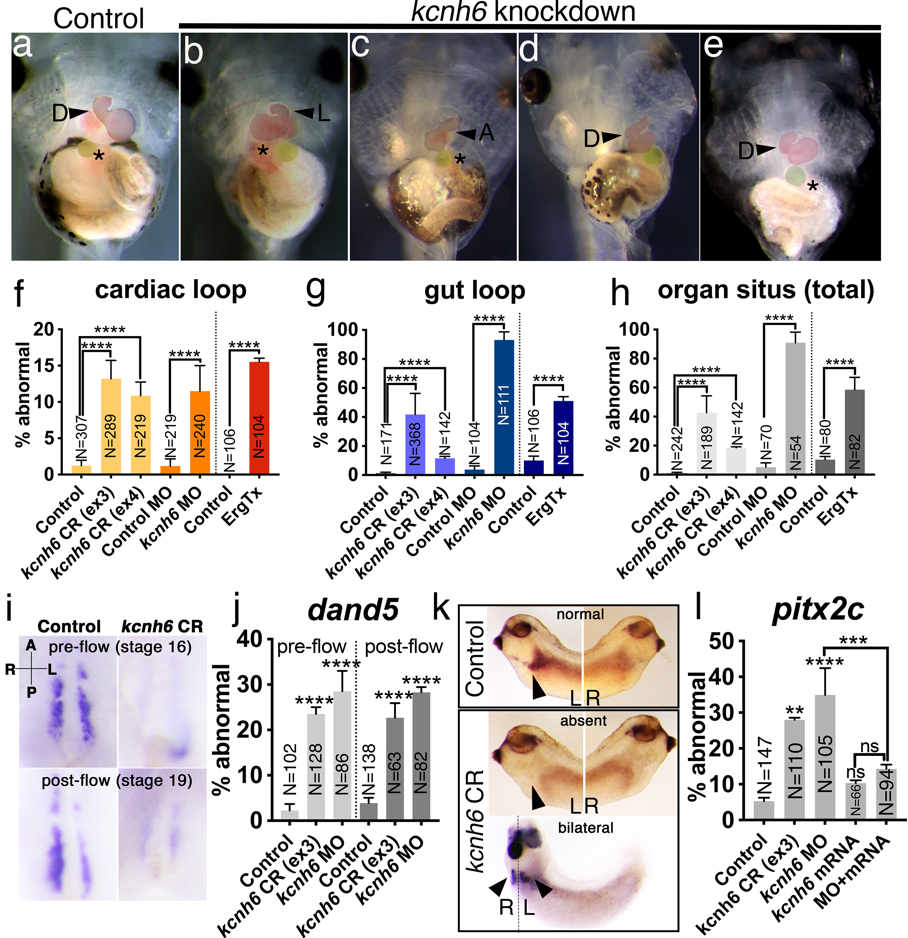
**

**Supplementary Figure 1.** ***kcnh6* depletion or Ergtoxin induces LR patterning defects**.

**a-e)** Examples of organ *situs* in stage 47 *X. tropicalis* tadpoles (ventral view with anterior to the top). Arrowheads indicate normal (D) and abnormal (L and A; A=outflow tract is midline) cardiac looping; the heart and gall bladder are minimally pseudo-colored in pink and green respectively for visualization; asterisks indicate the location of the liver whenever discernible.

**f-h)** Percentages of stage 47 tadpoles with *situs* defects upon injection of CRISPRs targeting independently two sites in different exons of the *kcnh6* locus, translation blocking MO, or after treatment with Ergtoxin. Graphs report mean ±SEM. p-values for (f) are (*kcnh6*CRex3 vs Co)=6.02e-008, (*kcnh6*CRex4 vs Co)=4.47e-006, (*kcnh6*MO vs ControlMO)=4.57e-005, (ErgTx vs Co)=1.08e-007; p-values for (g) are (*kcnh6*CRex3 vs Co)=5.64e-012, (*kcnh6*CRex4 vs Co)=8.39e-007, (*kcnh6*MO vs ControlMO)=6.06e-046, (ErgTx vs Co)=8.14e-012; p-values for (h) are (*kcnh6*CRex3 vs Co)=3.08e-024, (*kcnh6*CRex4 vs Co)=2.17e-010, (*kcnh6*MO vs ControlMO)=5.70e-025, (ErgTx vs Co)=1.54e-015; two-sided Fisher’s exact test. Total tadpole numbers (N) in graphs were collected over at least 3 independent experiments; Ergtoxin data is from 2 independent experiments; Tadpoles with multiple defects were counted once.

**i-j)** Detection of *dand5* expression via WMISH in stage 16 (pre-ciliary flow) and stage 19 (post flow) embryos viewed ventrally (i; A= anterior, P= posterior; R= right, L= left); (j) indicates percentages of embryos with absent *dand5* expression.

**k-l)** Detection of *pitx2c* expression in stage 28 embryos via WMISH; embryos in (k) are lateral views with dorsal to the top and either the left (L) or right (R) side visible; (l) indicates percentages of embryos with abnormal (absent or bilateral) *pitx2c* expression.

Graphs (j) and (l) report mean ±SEM. Total tadpole numbers (N) in graphs were collected over at least 2 independent experiments; p-values in (j) are (*kcnh6*CRex3 vs Co, pre-flow)=8.22e-008, (*kcnh6*MO vs Co, pre-flow)=1.50e-008, and (*kcnh6*CRex3 vs Co, post-flow)=8.34e-005, (*kcnh6*MO vs Co, post-flow)=2.68e-007; p-values in (l) are (*kcnh6*CRex3 vs Co)=2.33e-003, (*kcnh6*MO vs Co)=1.55e-010, (MO+mRNA vs MO)=6.75e-004; two-sided Fisher’s exact test. Key for asterisks: *=p≤0.05, **=p≤0.01, ***=p≤0.001, ****=p≤0.0001; ns= non-significant for p>0.05.

Source data are provided as a Source Data file.

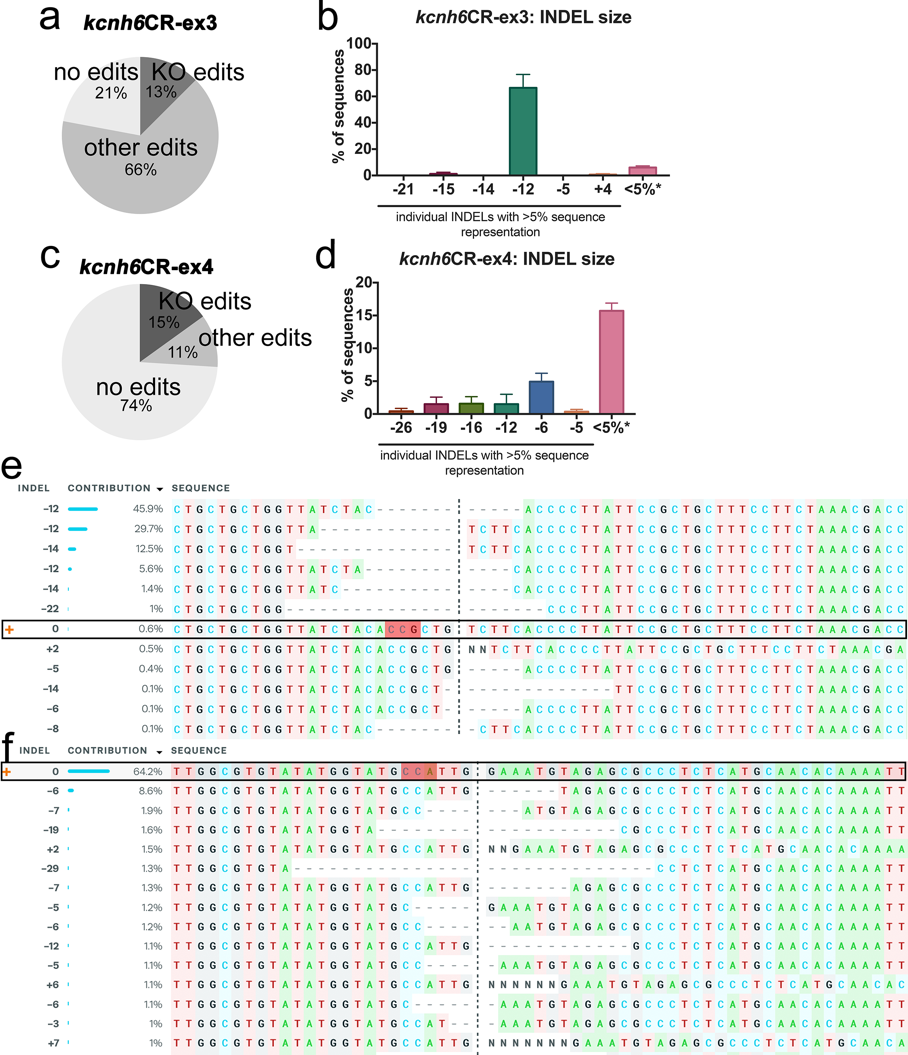

**Supplementary Figure 2. Inference of Crispr Edits (ICE) analysis in *kcnh6* CRISPR stage 47 tadpoles.**

**a,c)** Average percentages of frameshift (KO= knockout), in-frame (other) or unedited *kcnh6* (no edits) sequences for CRISPRs targeting exon 3 (a) or exon 4 (c).

**b,d)** Distribution of INDEL sizes; INDELs with representation >5% of total sequences are represented in individual bars, whereas those with <5% are summed in the last bar (*). Graphs display mean ±SEM; 16 tadpoles were analyzed for each CRISPR (control, ex3 or ex4) over 2 independent experiments.

**e,f)** Representative examples of CRISPR edits by (e) *kcnh6* CR exon 3 or (f) *kcnh6* CR exon 4. Sequences from two individual tadpoles are shown. The unedited control sequence is highlighted by a black box and the PAM sequence is in red; vertical dotted lines indicate the presumptive cut site.

Source data are provided as a Source Data file.

**
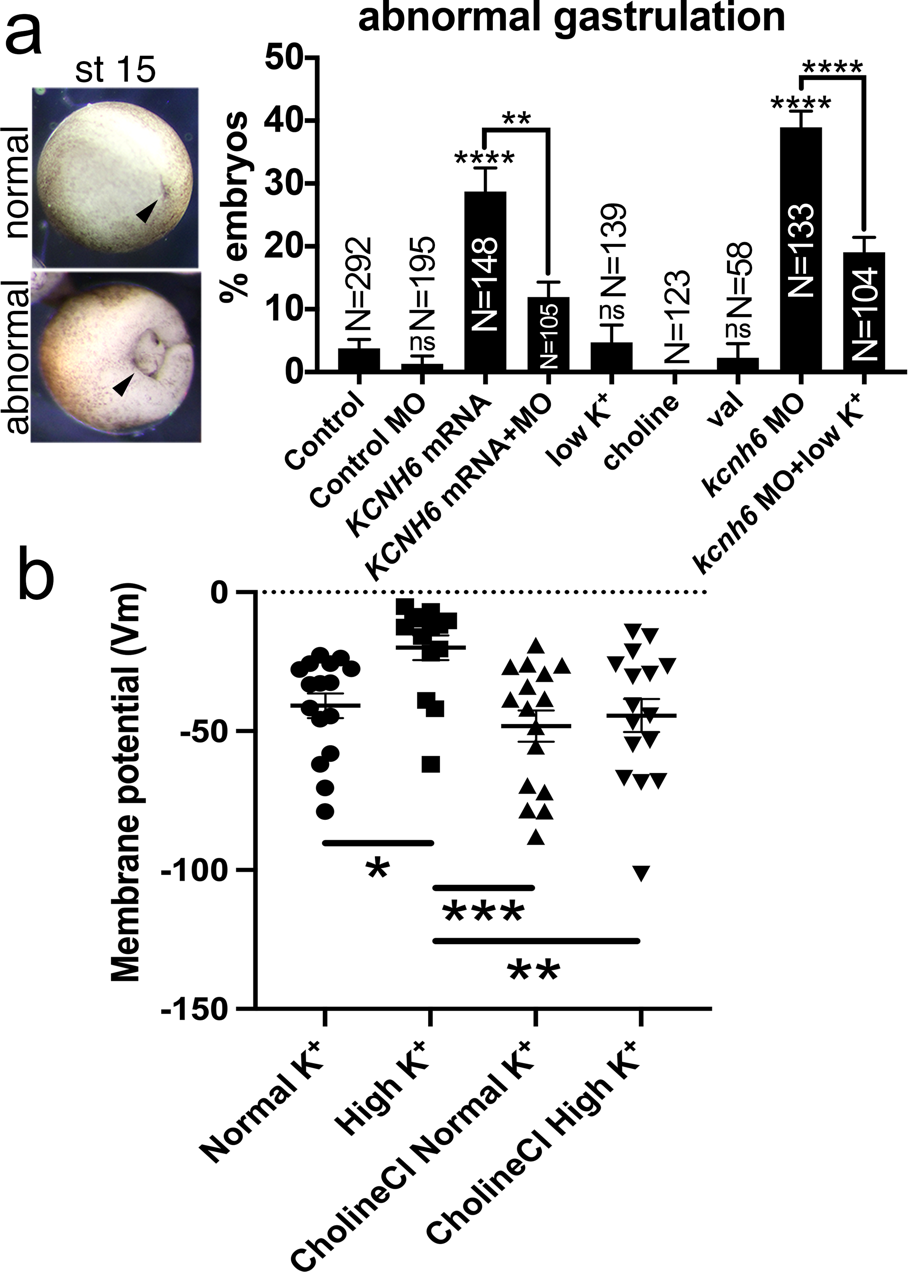
**

**Supplementary Figure 3. Controls to Figure 1m and V_m_ measurements of High K^+^ and choline embryos**

**a)** *E*ffects of KCNH6 mRNA expression and hyperpolarizing conditions on gastrulation in control or kcnh6 MO embryos. Percentages of embryos with incomplete blastopore closure at stage 17. Graph presents mean ±SEM; *p-values* are: (*kcnh6*mRNA vs Co)=4.22e-037, (*kcnh6*MO+mRNA vs mRNA)=4.00e-003, *(kcnh6*MO vs ControlMO*)=*2.87e-025, (*kcnh6* MO+lowK^+^ vs *kcnh6*MO)=8.91e-005; two-sided Fisher’s exact test. Total embryo numbers (N) are from at least 2 independent experiments. Key for asterisks: *=p≤0.05, **=p≤0.01, ***=p≤0.001, ****=p≤0.0001; ns= non-significant for p>0.05.

**b)** Intracellular recordings in the prospective ectoderm of stage 9 embryos; V_m_ was measured relative to the medium*.* *C*holineCl refers to substitution of ½ Na^+^ with choline chloride*.* Centers of bars represent mean, error bars represent ±SEM. Each data point represents one cell*.* Normal K*^+^* (n=16 cells*/*14 embryos) vs. High K^+^ (n=14 cells*/*13 embryos) p=0.04, High K^+^ vs. CholineCl Normal K*^+^* (n=16 cells*/*12 embryos) p=0.002, High K*^+^* vs. CholineCl High K^+^ (n=16 cells*/*12 embryos) p=0.01, one-way ANOVA with Bonferroni correction; Total embryo numbers collected over 3 independent experiments. Key for asterisks: *=p≤0.05, **=p≤0.01, ***=p≤0.005, ****=p≤0.0001.

Source data are provided as a Source Data file.

**
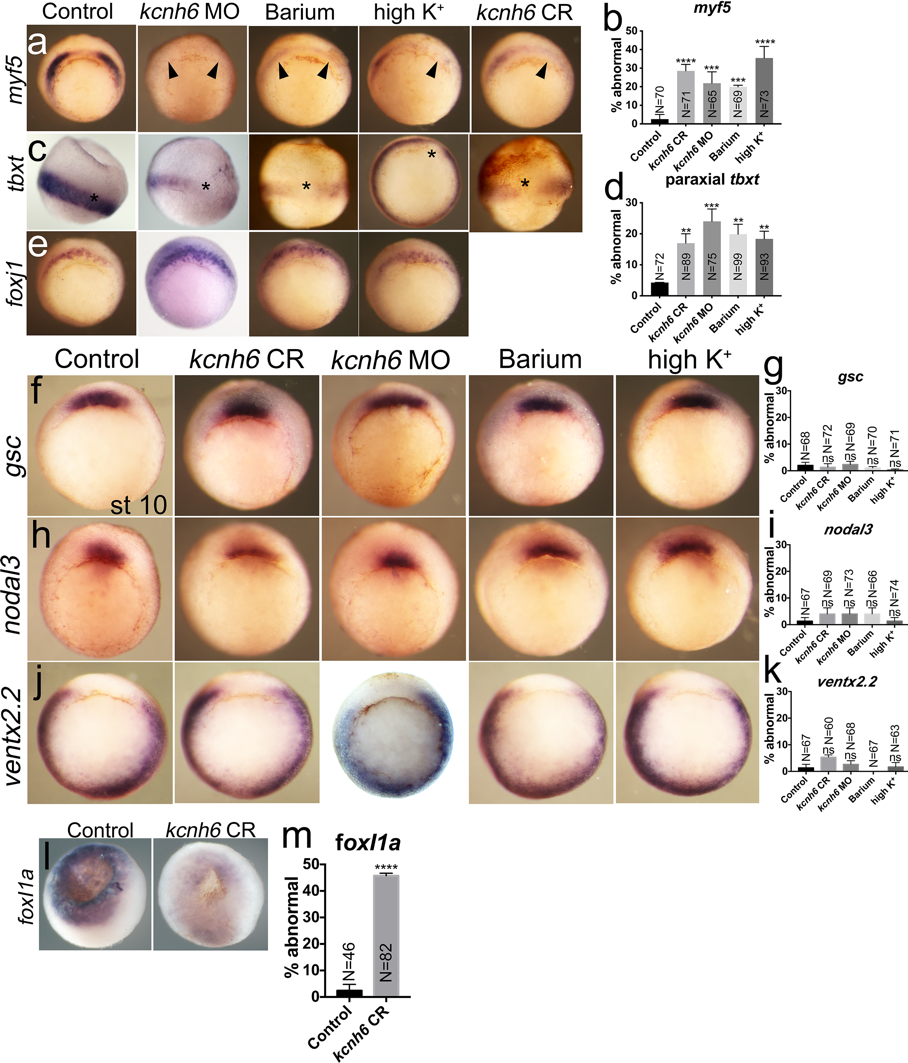
**

**Supplementary Fig 4. Effects of kcnh6 depletion and V_m_ depolarization on germ layer differentiation.**

**a-e)** WMISH for mesodermal transcripts in stage 10 embryos. a) Vegetal views with dorsal to the top showing expression of paraxial mesodermal marker *myf5*. b) Percentages of embryos with absent or reduced (abnormal) *myf5* expression; p-values are (*kcnh6*CR vs Co)=7.12e-005, (*kcnh6*MO vs Co)=4.44e-004, (Ba^2+^ vs Co)=3.03e-004, (highK^+^ vs Co)=7.38e-007; two-sided Fisher’s exact test. c) Lateral views showing *tbxt* expression (highK^+^ is a vegetal view); asterisk (*) marks absent expression in the paraxial region of the mesoderm. d) Percentages of embryos with abnormal *tbxt* expression (as shown in (c)); p-values are (*kcnh6*CR vs Co)=6.93e-003, (*kcnh6*MO vs Co)=6.77e-004, (Ba^2+^ vs Co)=4.61e-003, (highK^+^ vs Co)= 4.05e-003; two-sided Fisher’s exact test. (e) vegetal views with dorsal to the top showing *foxj1* expression, see Main Figure 4 for quantification.

**f-k)** WMISH for transcripts of dorsal organizer (*gsc*, *xnr3*) and ventral mesoderm (*ventx2.2*) marker genes; vegetal views of stage 10 embryos with dorsal to the top; (g, i, and k) show percentages of stage 10 embryos with abnormal expression of these markers (no effects are observed; non-significant, p>0.05; two-sided Fisher’s exact test).

**l,m)** WMISH for *foxI1a*, expressed in the prospective ectoderm; animal views. (m) shows percentages of embryos with absent *foxI1a* expression; p-value (*kcnh6*CR vs Co)=3.09e-006; two-sided Fisher’s exact test.

All graphs show mean ±SEM; total embryo numbers (N) in the graphs are from 3 independent experiments; data for *foxI1a* are from 2 independent experiments; key for asterisks: ***=p≤0.001, ****=p≤0.0001, ns=non-significant for p>0.05.

Source data are provided as a Source Data file.

**
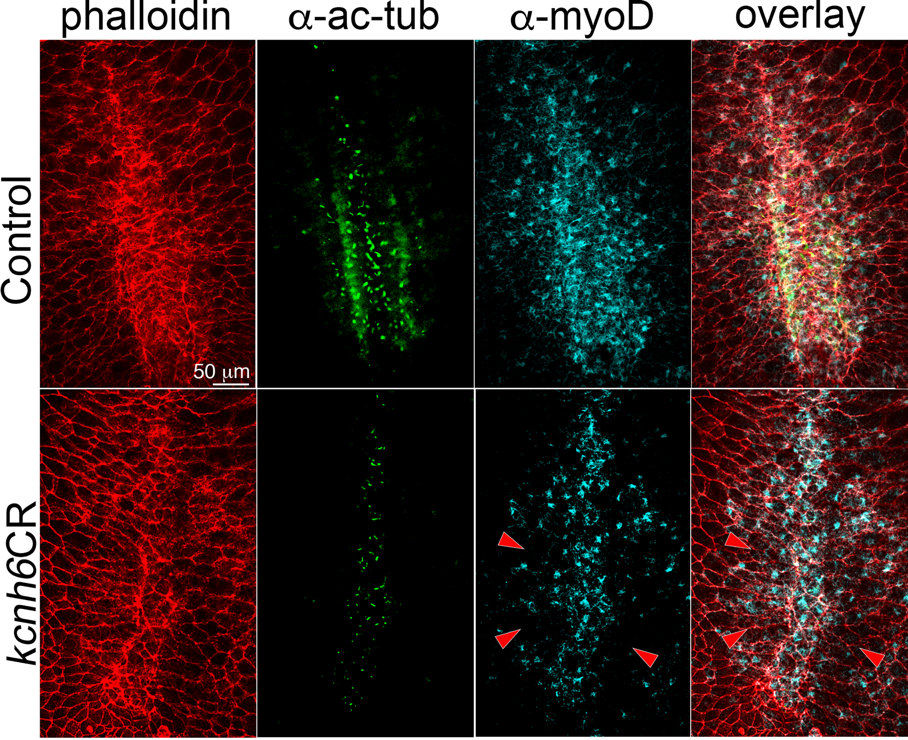
**

**Supplementary Figure 5. Effects of *kcnh6* depletion on LRO patterning.**

Immunostaining of the gastrocoel roof plate, where the LRO is located, in stage 17 embryos for acetylated tubulin (cilia) and MyoD (paraxial mesoderm); cell morphology is highlighted with phalloidin (actin); ventral views with anterior to the top; arrowheads indicate areas of absent MyoD labelling in the paraxial margins of the LRO in *kcnh6* CRISPR embryos. Representative images shown from a total of N=12 gastrocoel roof plates per condition, collected over 2 independent experiments.

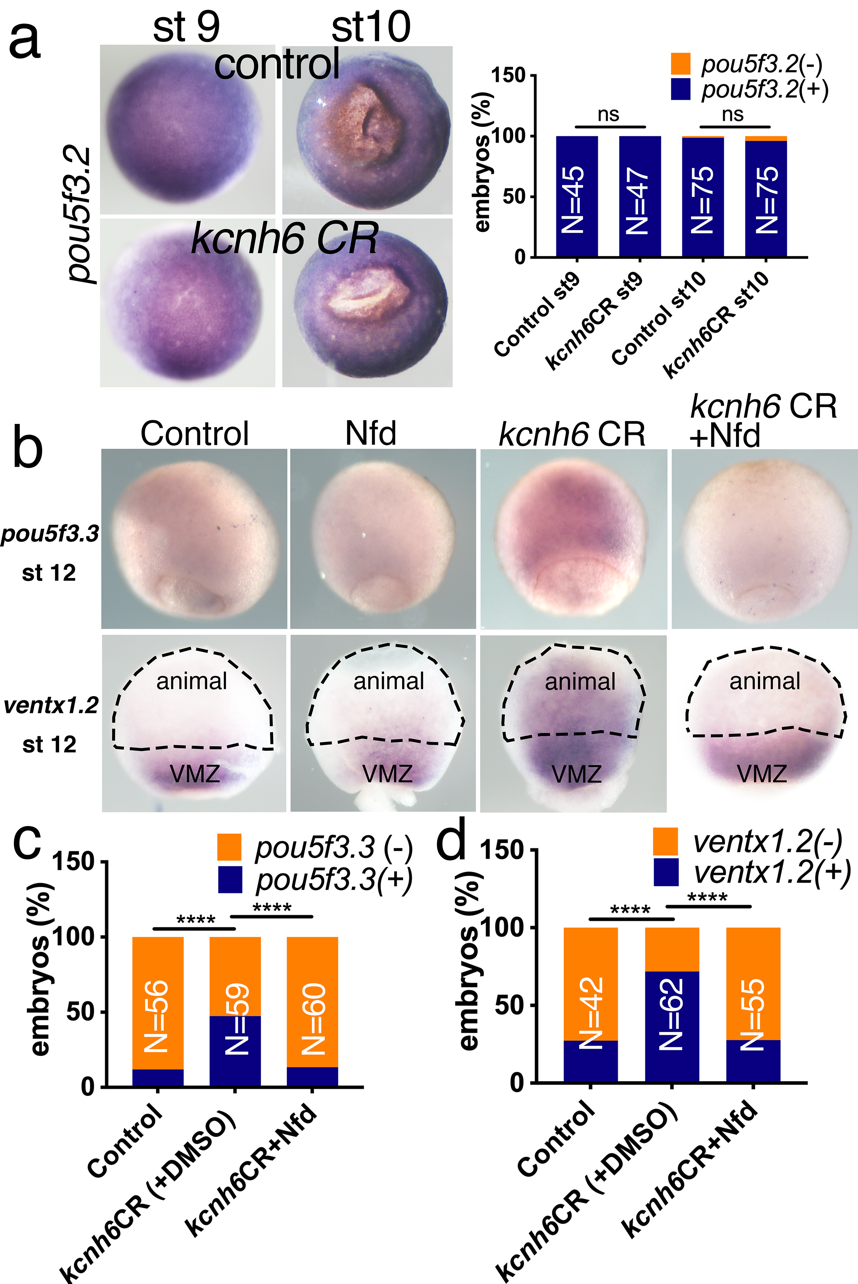

**Supplementary Figure 6. Pou5f3.2 and the role of VGCCs in pluripotency.**

**a)** animal pole view; WMISH detecting *pou5f3.2* expression in stage 10 control and *kcnh6* CR (CRISPR) embryos, quantitated in right panel. Graph shows mean percentages of embryos with absent(-)/present(+) *pou5f3.2* expression; total embryo numbers (N) in graph from 3 independent experiments; ns=non-significant for p>0.05 by two-sided Fisher’s exact test.

**b)** lateral views with animal pole to the top; WMISH for *pou5f3.3* and *ventx1.2* in stage 12 embryos, quantified in (c) and (d) respectively; Nfd (nifedipine), VMZ (ventral marginal zone).

**c and d)** Mean percentages of embryos with present/absent *pou5f3.3* (c) and *ventx1.2* (d) expression; p-values in (c) for *pou5f3.3* are (*kcnh6*CR+DMSO vs Control+DMSO)=4.54e-005, (*kcnh6*CR+Nfd vs *kcnh6*CR+DMSO)=5.60e-005 and in (d) for *ventx1.2* (*kcnh6*CR+DMSO vs Control+DMSO)= 2.14e-006, (*kcnh6*CR+Nfd vs *kcnh6*CR+DMSO)=2.87e-006; two-sided Fisher’s exact test; total embryo numbers (N) in graph are from 3 independent experiments. Key for asterisks: ****=p≤0.0001; ns= non-significant for p>0.05.

Source data are provided as a Source Data file.

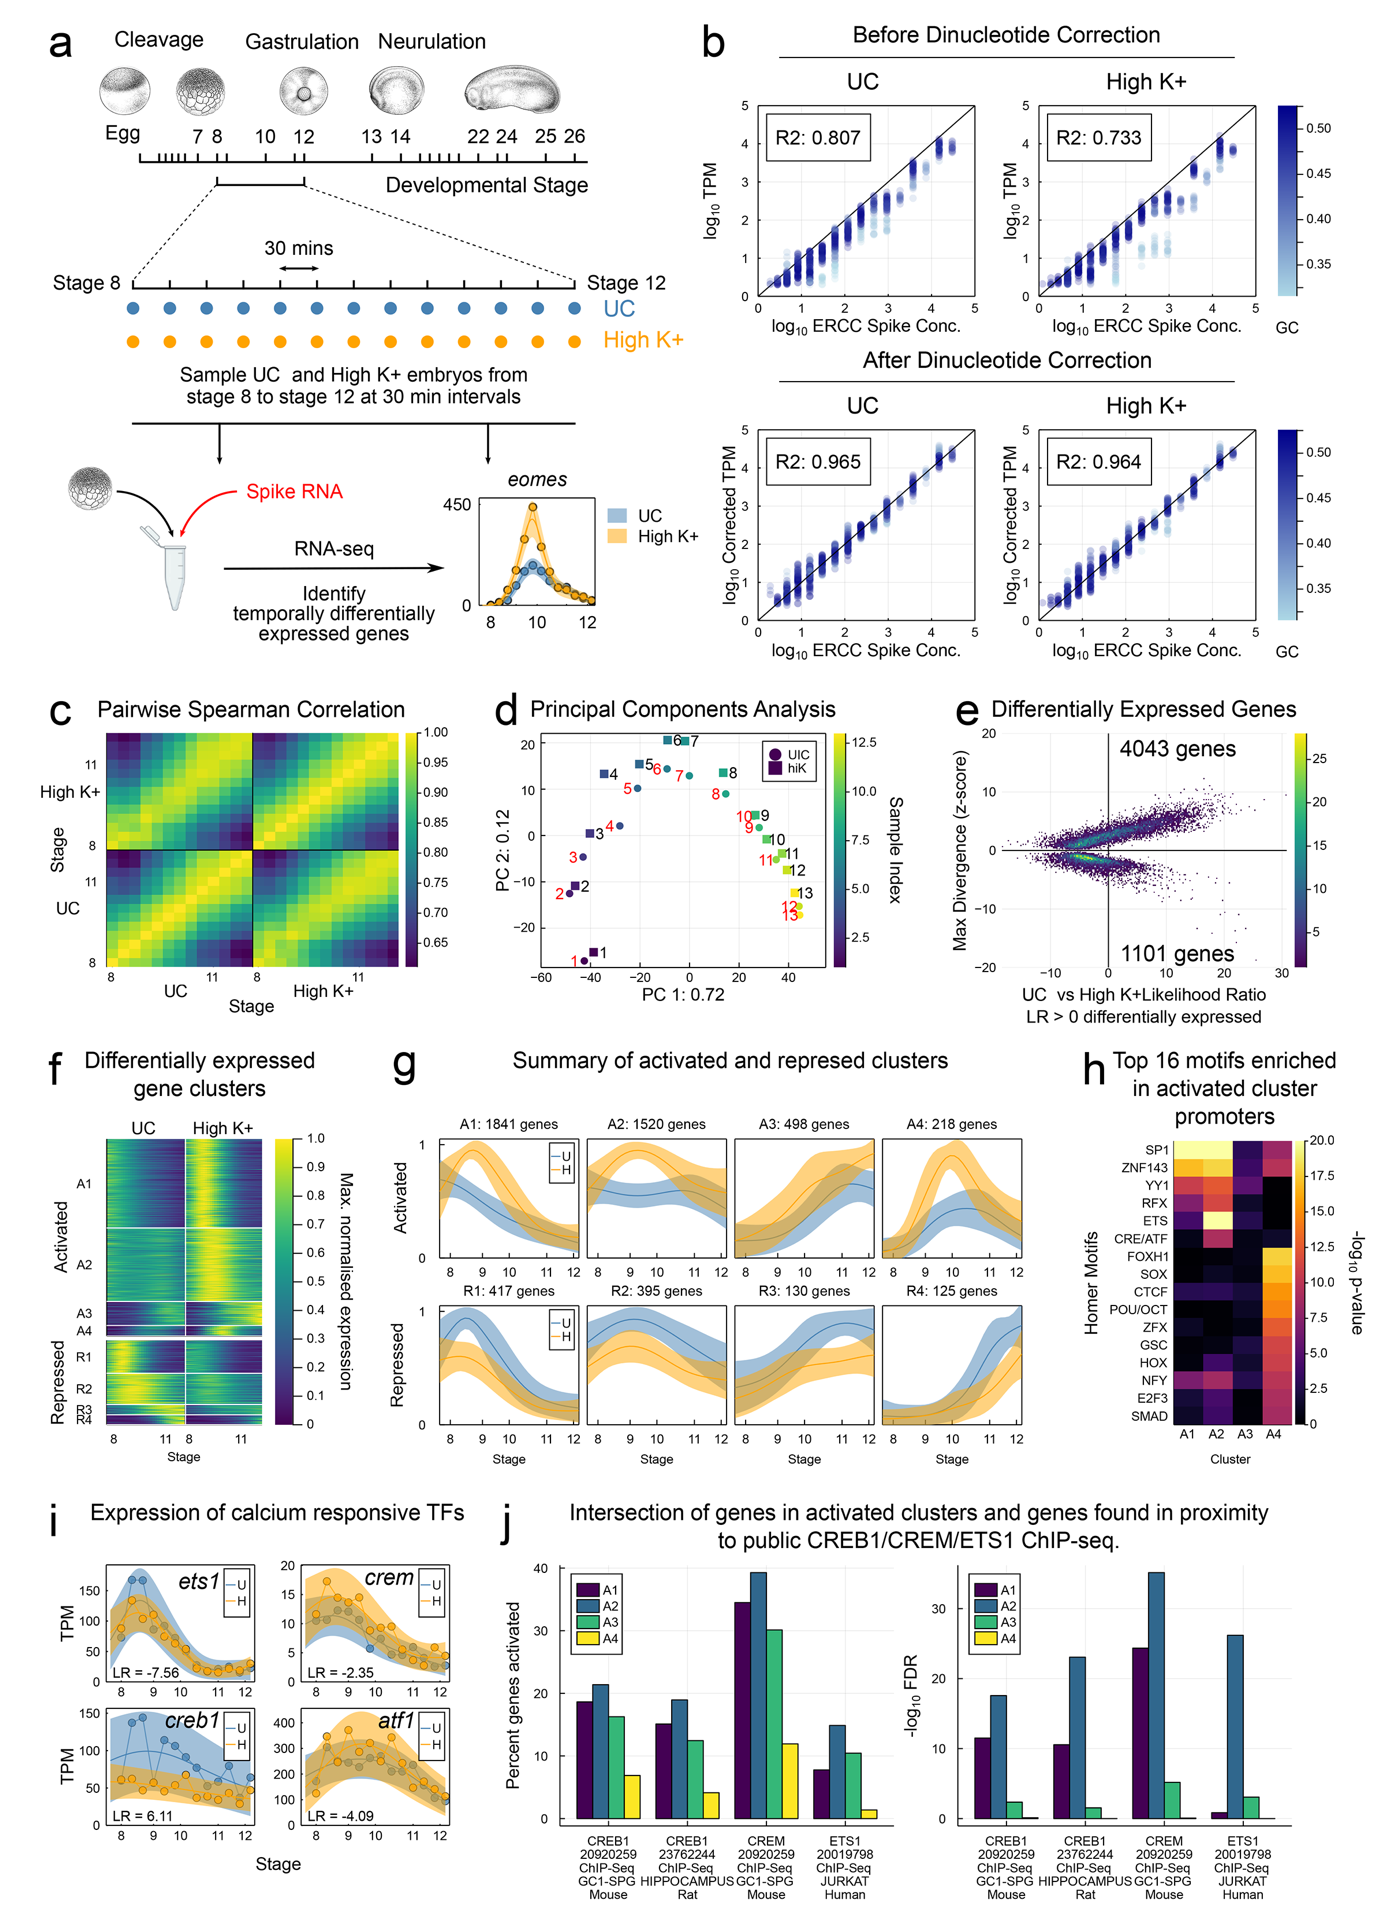

**Supplementary Figure 7. High Temporal Resolution RNAseq**

**a**) Schematic of RNAseq collection from stage 8 to stage 12. 10 embryos were collected every 30 mins from a clutch of synchronized embryos after IVF. *Xenopus* illustrations © Natalya Zahn (2022) from Xenbase (www.xenbase.org RRID:SCR_003280).

**b**) Quantification of ERCC spike-in transcripts before (top) and after (bottom) dinucleotide correction to account for GC bias for UC (=Untreated) Control and High K^+^ embryos. Note that true spike-in concentration is on the horizontal axis, and spikes with low GC content are underrepresented in sequencing. Corrected quantifications are used in all subsequent panels.

**c)** Pairwise Spearman correlation between all UC and High K+ samples after filtering for genes with sufficient temporal expression

**d**) Principal components analysis of log(TPM + 1) transformed expression for UC and HK+=High K^+^ samples. Sample index 1-13 labelled.

**e**) Visualisation of total differentially expressed genes and their magnitude as 2D histogram, colour indicating the frequency of genes in each bin. Horizontal axis gives log-likelihood-ratio, with LR > 0 defined as differentially expressed. Vertical axis gives maximal divergence z-score of UIC and High K^+^ trajectories in transformed GP space, averaging signal and noise variance for UC and High K^+^.

**f-g**) K-means clustering of activated and repressed genes as (f) heatmap and (g) cluster average. Shaded region in (f) gives +/- 1 SD for each cluster as in Main Fig. 6b.

**h**) Top 16 motif enrichments promoters (500 bp upstream of TSS) of activated clusters A1, A2, A3, A4. Heatmap gives –log10 Hypergeometric right tail p-value sorted by maximal enrichments such that motifs enriched in A1/A2 are at the top and those in A4 are at the bottom.

**i**) Expression of calcium responsive TFs, *ets1*, *crem*, *creb1*, *atf1*, demonstrating that these genes are not transcriptionally activated over our time course. Log-likelihood ratio given with LR > 0 differentially expressed. Central line and shaded region are transformed Gaussian process median and 95% CI.

**j)** Enrichments of public ChIP-seq peaks for CREB1, CREM and ETS in tissues and cell lines given in Human, Mouse and Rat, in proximity to genes in activated clusters A1, A2, A3, A4. Enrichments calculated with Enrichr and ChEA_2016 gene set^7^ which integrates data from a broad range of publicly available ChIP assays. ChEA_2016 term names given on horizontal axis describing target, Pubmed ID, cell/tissue and organism. Left panel gives size of intersection as percent of total genes in each cluster, right panel gives –log_10_ FDR for Fisher’s Exact test for overrepresentation in each cluster.

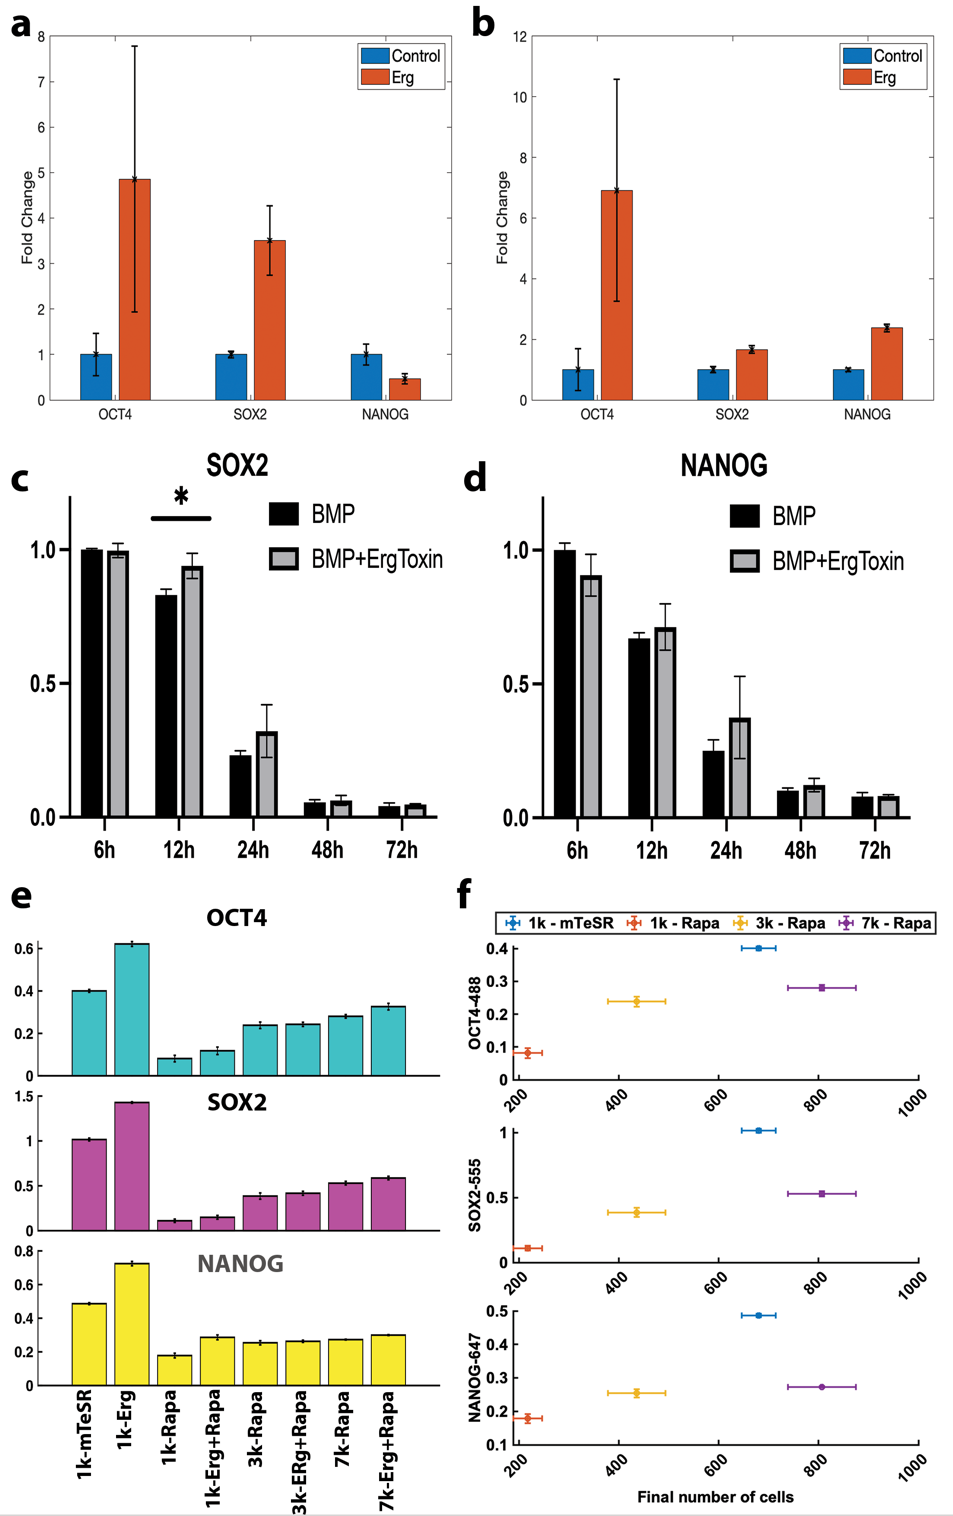

**Supplementary Figure 8. Blocking KCNH channels slows differentiation of hESCs while rapamycin treatment induces differentiation.**

**a and b)** Cells were grown with or without ErgToxin reagent (25 nM) for 2 (a) or 5 days (b) and then the indicated pluripotency markers were measured by qRT-PCR; mean fold-change (±SEM) over control hESCs is shown; data from 3 independent experiments.

**c and d)** Quantification of immunofluorescence against SOX2 (c) and NANOG (d) following treatment with 50 ng/ml BMP4 with or without Ergtoxin addition; presentation is in AU=arbitrary units; mean ±SEM from 3 independent experiments; *=p≤0.05; two-tailed unpaired student’s t-test.

**e)** Expression of pluripotency markers OCT4, SOX2 and NANOG in hESCs (relative immunofluorescence intensity, arbitrary units) upon treatment with rapamycin alone, or rapamycin and ErgToxin together, after seeding at different densities. 1000, 3000, or 7000 cells were seeded into an 18 well slide (Ibidi) and treated with rapamycin (100 nM) for 5 days. As a control, 1000 cells were seeded and grown without rapamycin treatment. Mean ±SEM from 3 independent experiments.

**f)** Pluripotency marker expression data from (e) plotted as a function of final cell density (relative immunofluorescence intensity, arbitrary units). Numbers indicated for final density are the average number of cells in one image, whose dimensions correspond to 0.636mmx0.636mm. Pluripotency markers are reduced in the rapamycin treated cells regardless of whether the final density is higher or lower than in the control condition. Mean ±SEM from 3 independent experiments.

Source data are provided as a Source Data file.

**Supplementary Table 1**

| **Protein** | **Species** | **Dilution** | **Catalog No.** | **Vendor** |
| --- | --- | --- | --- | --- |
| Oct4 | Mouse | 1:400 | 611203 | BD Biosciences |
| Sox2 | Rabbit | 1:200 | 5024S | CellSignalingTech |
| Nanog | Goat | 1:200 | AF1997 | R&D Systems |
| Nanog | Mouse | 1:400 | 560482 | BD Biosciences |
| Cdx2 | Mouse | 1:100 | MU392A-5UC | Biogenex |
| Eomes | Rabbit | 1:400 | Ab23345 | Abcam |
| Brachyury | Goat | 1:300 | AF2085 | R&D Systems |
| Isl1 | Mouse | 1:50 | 39.4D-5 | DSHB |

**Supplementary Table 1. Antibodies and dilutions used in this study.**

SUPPLEMENTARY REFERENCES

1 Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15-21, doi:10.1093/bioinformatics/bts635 (2013).

2 Li, B. & Dewey, C. N. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* **12**, 323, doi:10.1186/1471-2105-12-323 (2011).

3 Owens, N. D. *et al.* Measuring Absolute RNA Copy Numbers at High Temporal Resolution Reveals Transcriptome Kinetics in Development. *Cell reports* **14**, 632-647, doi:10.1016/j.celrep.2015.12.050 (2016).

4 Kuleshov, M. V. *et al.* Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. *Nucleic Acids Res* **44**, W90-97, doi:10.1093/nar/gkw377 (2016).

5 Heinz, S. *et al.* Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* **38**, 576-589, doi:10.1016/j.molcel.2010.05.004 (2010).

6 Palmer, J. F. & Slack, C. Some bio-electric parameters of early Xenopus embryos. *J Embryol Exp Morphol* **24**, 535-553 (1970).

7 Lachmann, A. *et al.* ChEA: transcription factor regulation inferred from integrating genome-wide ChIP-X experiments. *Bioinformatics* **26**, 2438-2444, doi:10.1093/bioinformatics/btq466 (2010).

# Supplementary material for: Membrane potential drives the exit from pluripotency and cell fate commitment via calcium and mTOR
**Source:** Nat Commun. 2022 Nov 5;13:6681. doi: 10.1038/s41467-022-34363-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Gene set enrichments for differentially expressed genes activated and repressed clusters.

File Name: Supplementary Movie 1

Description: Time lapse recording of GCaMP6 fluorescence in the animal pole of control MO stage 10 embryo. Duration= 20s (1 frame per second).

File Name: Supplementary Movie 2

Description: Time lapse recording of GCaMP6 fluorescence in the animal pole of kcnh6 MO stage 10 embryo. Duration= 20s (1 frame per second).

How the deposited data were processed for this re-analysis (not part of the article)

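RNA from whole embryos was measured in 26 samples, 13 from untreated controls and 13 from high K+ medium, at 30 min intervals from stage 8, with 10 embryos in each. The paper's methods give stage 13 as the last stage and a supplementary legend gives stage 12. The authors aligned the reads with STAR, quantified isoforms as TPM with RSEM, corrected them with a linear model on dinucleotide content fitted to the ERCC spike-in RNAs separately for each condition, and summed isoforms for each gene. The deposited signal values are these corrected abundances, as the authors made them, for 34192 genes and 92 spike-in RNAs. They are not read counts and are not rescaled to a common total, and the depth of each sample is unknown. Each condition is 1 time course without biological replicates.

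Genes were tested where the abundance exceeded 0.4 in 6 consecutive samples of a condition. Each gene was transformed with alpha 1 and beta 1000 and fitted by a Gaussian process with a Matern kernel and the priors of the methods, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0. A gene was called where separate fits gave a higher log-likelihood than a shared fit, and its direction was that of the mean difference of the fitted medians. The likelihood was checked against a direct computation on simulated genes. Clusters came from k-means in scikit-learn 1.9.0 with 4 clusters and seed 16, in place of the Julia package of the methods. Figures were drawn with matplotlib 3.10.9. A linear model with and without the time point as a block was fitted with limma 3.58.1 in R 4.3.3 on log2(abundance + 1), with Benjamini-Hochberg adjusted p-values. On simulated genes limma called 67.5% of 200 changed genes without the block and 98% with it, and 0 and 13 of 2800 unchanged genes. These simulated genes held no shift common to a sample, so the counts are not rates of false calls in the data.

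Lists of mTOR, pluripotency, immediate early and spliceosome genes were fixed before the data were examined. The mTOR and pluripotency lists include genes that the paper names as activated in these data. The spliceosome list follows families that it counts. The median of each list was set against 10000 random lists matched on abundance in 20 bins. Named genes were those the paper names for these data, the genes of the ion channels and stained markers it studies, and the 5 activated and 5 repressed genes with a symbol and the largest log-likelihood ratios. Where 2 genes share a symbol, as for *socs3* and *irg1*, the gene with the large ratio was used. For each of the 53 tested named genes, the log2 differences of the first 6 and the last 7 time points were compared by an exact permutation test with 1716 arrangements, two-sided, with Benjamini-Hochberg adjustment. An earlier version of this family also held the other genes listed as *socs3* and *irg1*, which made 55 genes. They were removed because the rule names individual genes, after the values of the larger family had been seen. With 55 genes, 8 of the named genes had an adjusted p under 0.05, and with 53 genes 10 did.

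The alternatives tried were scaling to a common total and to a median ratio of 1, other filters, other time units and means, a log2 transform, the Bayesian information criterion, another rule for direction, limma, shifts of the high K+ course by 30 min, other cluster numbers and seeds, another pseudocount and leaving out each time point. Scaling to the spike-in level, scaling to the total over genes under 10000, the test of early and late time points under each scaling and without the first time point, and a comparison with control samples without interpolation were added after seeing the data. To count how often chance gives as many genes, condition labels were exchanged within time points in 100 splits, the actual one included. There are 4096 possible splits when a split and its mirror count as 1, and a mirror pair was among the 100. Uncorrected TPM values and promoter sequences were not used here. A gene named nodal3 was not analysed here, since no gene is listed under that name. The results of some further named genes are not reported here, and these genes stay in the family of 53.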

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

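The tests of scaling in this part that use the spike-in RNAs were chosen only after the result was seen. For 10 of the 53 named genes, the log2 difference between high K+ and control changed between the first 6 and the last 7 time points (exact permutation test, two-sided, adjusted p under 0.05). The smallest unadjusted p, 0.00117 for *ventx1.2*, is the smallest that the 1716 arrangements allow. Neighboring time points of 1 time course are not independent, which this test does not take into account. The adjusted p was 0.0309 for *ventx1.2*, whose mean difference went from 1.35 to 0.23, 0.0412 for *pou5f3.1*, from 1.15 to 0.15, 0.0309 for *gsc*, from 0.49 to -0.17, and 0.0371 for *krt*, from 1.08 to -0.43. It was 0.0494 for *gsk3b*, from 0.56 to -0.31, and 0.0494 for *foxj1*, from 0.79 to 0.06. For *gsk3b* and *foxj1* it was 0.0513 when the other genes listed as *socs3* and *irg1* were counted in the family, so these 2 genes pass only in the smaller family, which was chosen after the values of the larger one had been seen.

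Among the repressed genes with the largest log-likelihood ratios, the same test gave an adjusted p of 0.0441 for *junb*, with a mean difference of 0.25 early and -1.19 late, 0.0309 for *socs3*, with -0.24 and -2.84, 0.0463 for *ier3*, with 0.11 and -1.62, and 0.0309 for *irg1*, with 0.52 and -3.13. The 5 repressed genes with the largest ratios also held *h3f3a*, with -0.77 early, -0.72 late and an adjusted p of 0.695 in this test. The 5 genes were chosen for their ratios on the same data, so their tests are not independent of that choice. Over the first 6 time points values were low in both conditions, at most 1.55 for *junb*, 0.85 for *socs3* and 3.98 for *irg1*. With 1 added to each value, this limits the size of their early differences. At 6 h, high K+ and control were at 634 and 660 for *irg1* and at 16.7 and 13.6 for *junb*. They were at 172 and 219 for *ier3* and at 3.35 and 10.5 for *socs3*.

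A difference in scale between the samples of a time point was weighed as a technical source. After each pair was scaled to a median ratio of 1, 10 of the 10 genes kept an adjusted p under 0.05, which argues against a common shift of all genes. With every sample scaled to its spike-in level, 0 of them did, and 8 of the 53 genes had an unadjusted p under 0.05. The spike-in scaling also widened the SD over time points of the median difference of all genes from 0.20 to 0.34. This value was computed after the result was seen. Whether noise in the spike-in level or actual differences in RNA input widened the SD was not tested. The first time point weighs on some of these genes, since at 0 h *krt* was at 44.2 in high K+ and listed at 0 in control. Without the first time point, the early mean of *krt* was 0.19 and its adjusted p 0.0282, and 10 of the 10 genes stayed under 0.05 among 22 genes that did so. The difference in spike-in level went from 0.33 early to -0.04 late, a change of 0.37. After scaling to it, *junb*, *socs3*, *ier3* and *irg1* kept 80.5% to 95.2% of their change, with unadjusted p up to 0.0291 for 4 of the 4 genes, which argues against a difference in RNA input that the spike-in RNAs record as the whole source for these genes, though their adjusted p rose to 0.154 or more. The other 6 genes kept 54.4% to 76.6%, with an unadjusted p under 0.05 for 2 of the 6, *pou5f3.1* and *ventx1.2*, and for the 6 this source cannot be told apart from others, as the spike-in level varies. An untested biological difference between early and late time points in the response to high K+ stays open for the 10 genes.

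The paper does not discuss the activated genes with the largest log-likelihood ratios and a symbol, *bsg* (26.7), *cnih1* (24.3), *srp9* (22.9), *srsf4* (21.9) and *alyref* (21.8), one by one, though *srsf4* is of the SRSF family, which it counts in its spliceosome result. They were higher in high K+ at 13 of 13 time points, with mean log2 differences of 0.89, 0.90, 1.06, 1.30 and 0.90. A single time point was tested as the source for these genes and the 5 repressed genes with the largest ratios. For 10 of the 10 genes the ratio stayed above 0 whichever time point was left out. The 10 genes also kept a ratio above 0 under both scalings. GC content and gene length were not tested, and the correction fitted separately to each condition stays open for single genes.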

How the results depend on the processing

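The counts of activated and repressed genes, 4443 and 1387, depended on the scaling between samples. They were 2805 and 2566 with a median ratio of 1, 14444 and 60 with a common total, which a single gene dominates, and, with alternatives chosen after seeing the data, 1853 and 2473 at the spike-in level and 1926 and 3933 with the total over genes under 10000. Activated genes outnumbered repressed genes in every setting that was run except these last 2. Without a filter, which adds tested genes, the counts were 6905 and 4374. The Bayesian information criterion gave 2251 and 293, and limma without a block gave 612 and 133, with 1778 and 578 at an unadjusted p under 0.05. Repressed genes numbered 2672 with a constant mean, 765 with the log2 transform and 2169 with the high K+ course moved 30 min earlier. The other alternatives stayed within 1.5 times of the counts. Leaving out each time point gave 3804 to 4839 activated and 1066 to 1936 repressed genes. Apart from the wider filter, the stricter threshold and the total dominated by a single gene, the cause was not tested.

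The medians of the mTOR, pluripotency and spliceosome lists kept their direction under the alternatives run, with 0.19 to 0.26, 0.18 to 0.27 and 0.52 to 0.59 when each time point was left out. The median of the immediate early gene list, 0.03, was -0.00296 with a pseudocount of 0.1, -0.0676 with a median ratio of 1 and -0.0975 at the spike-in level. Leaving out each time point gave -0.0768 without the one at 1.5 h, -0.00103 without the one at 2 h and up to 0.0437 without the one at 5 h. The cause was not tested. With 3 clusters, A1 held 2188 and R1 606 genes, and with 5 clusters R4 held 166 genes, as the number of clusters changed.

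Of the 53 named genes, 42 kept direction and call with a median ratio of 1, 34 at the spike-in level, 50 with a constant mean and 53 with sample numbers as time. Among the genes reported here, the direction by the fitted medians reversed with a median ratio of 1 for *gsc*, with a log-likelihood ratio of -9.18, and at the spike-in level for *gsk3b*, with -3.65, and *atf1*, with -4.61. The ratios of *gsc*, *gsk3b* and *atf1* were below 0 before scaling too, and the cause was not tested. Leaving out a time point reversed the direction of *foxj1*, whose ratios then ran from -4.61 to -0.32, and of *ventx2.2*, from -2.25 to 1.27. The number of named genes whose difference changed between early and late time points was 10 as deposited, 12 with a median ratio of 1, 22 without the first time point and 0 at the spike-in level, where 8 had an unadjusted p under 0.05. Uncorrected TPM values and promoter motifs, planned as alternatives or results, were not run.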

Differences from the paper's values

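The activated cluster A3 held 998 genes, against about 500 in the paper's Fig. 6a, read by eye, and A4 held 666, against about 220. The repressed cluster R3 held 322 genes and R4 held 281, against about 130 and about 130 in the paper's Supplementary Fig. 7f, read by eye. With seed 17, an alternative set before the data were examined, the 4 differences remained. With 3 or 5 clusters, also set before, the numbers no longer name the same clusters. The cluster numbered A3 among 3 held 699 genes, within 1.5 times of the paper's A3, but its largest difference was at 3 h, as in A4 here. With 5 clusters, those with the largest difference at 2 h held 958 and 583 genes, the one at 3 h held 625, the one at 4 h held 289, the one at 4.5 h, numbered R4, held 166 and the one at 5 h held 180. By size alone, 583 lies within 1.5 times of the paper's A3, and 166 and 180 within 1.5 times of its R4, but these come from 1 cluster more than the paper has.

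Of the snRNP genes, 7 were activated in clusters A2 and A3, against the paper's 12. This count was not recomputed under the alternatives. The genes whose symbol is snrnp and a number, counted apart, added 3 activated genes in those clusters.

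The paper places *akt1s1*, *lamtor1*, *lamtor2* and *gsk3b* in cluster A2. Here the first 3 fell in A3, and *gsk3b* had a log-likelihood ratio of -0.07 and was not called. It was 4.36 with each gene's mean subtracted first, and it was also above 0 with some time points left out, up to 0.30 without the first. The paper places *sox3* in cluster A1, and here it fell in A2.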

Other observations

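The tests of exchanged labels and of late genes at 0 h, and the SD of the medians in this part, came only after the result was seen, and spike-in scaling was added once the data had been seen but before its own result. More genes were activated than repressed. A difference in spike-in level between the samples is a candidate source, since after scaling to that level the activated share was 42.8%, within 10 points of an even split. The condition set for this test before the result was seen was met. This scaling moves all genes of a sample alike, so with a level higher in high K+ by 0.13 on average, and an SD of 0.37 over time points, it lowers the mean differences of all genes, which by itself lowers the share. The same scaling widened the SD over time points of the median difference from 0.20 to 0.34. Whether noise in the spike-in level or actual differences in RNA input widened it was not tested. Scaling to a median ratio of 1 gave a share of 52.2%, but centring pulls the share toward 50%, so this cannot be told apart from an actual shift of most genes. The correction fitted separately to each condition would act from the first time point, where the genes activated without it showed 13.9% of their later difference. Slower development in high K+ would make rising genes mostly repressed, and 68.1% of the rising genes that were called were activated. That share was 52.4% with a median ratio of 1 and 65.3% with spike-in scaling. An actual excess of activated genes was not separated from the spike-in level by any test.

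In 1 of the 100 splits, the actual one, as many genes were called, and in 1 of the 100 as many were activated. A split and its mirror hold the same grouping, so a number of repressed genes was looked for in either direction. A mirror pair, with 529 and 1699 genes in opposite directions, was drawn both ways. Both enter the count of 15, so the 100 splits are not all distinct. In 15 of the 100 splits as many genes changed in 1 of the directions. In 10 of the 100 as many were repressed in the direction of the labels. The split with the most repressed genes, 3264, had 8 of the 13 time points swapped. Swapping most time points turns activated genes into repressed ones. This count thus sets the smaller direction of the actual split against the larger direction of others. It therefore decides nothing about the number of repressed genes. The splits other than the actual one called at most 4021 genes, with a median of 545. Of the called genes, 59.2% differed by more than 0.40, the 95th percentile of the spike-in RNAs, and of the genes that were not called 6.26% did. Called genes were chosen for their difference and the correction was fitted to the spike-in RNAs, so this comparison decides nothing about technical differences that also act on the spike-in RNAs.

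Induction of immediate early genes by calcium was tested on a list of 30 genes, of which 23 were tested. The median of the list exceeded 34.7% of the medians of matched random lists. Since 12 genes were higher and 11 lower around a median near 0, this decides nothing. Of the list, 6 genes were activated and 3 repressed, *gadd45a*, *ier3* and *junb*.

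Transcripts of late genes were present in the high K+ sample at 0 h. The abundance of *krt* was 44.2 there, 0.60 at 0.5 h and 0 in the control at 0 h. RNA of later embryos in this sample is a candidate source. Of 149 genes under 1 in the other early samples and at 50 or more on average over the last 3 control samples, 78.5% were higher at 0 h than at 0.5 h in high K+ and 20.8% in control, with a median of 0.68% of the late level at 0 h and 0.06% at 0.5 h in high K+. Since choosing genes that are low at 0.5 h favors this outcome, 166 genes were also chosen from control samples alone. Of these, 74.1% were higher at 0 h in high K+ and 18.7% in control, of which the former is short of the 75% set for the test, so the candidate source cannot be told apart from a difference between the embryos. The differences at 0 h of *pou5f3.1*, *ventx1.2* and *krt* carry this limit.

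The control sample at 4.5 h lay before the one at 4 h on the first principal component. Exchanged labels of these samples were tested, and the path through the control samples became longer by 0.0156 with the labels exchanged, which argues against an exchange.

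The ion channel gene *kcnh6* averaged 0.12 in control and 0.26 in high K+ and did not pass the filter, and the gene listed as *kcnh2* had a log-likelihood ratio of 6.55. The paper's methods state that *kcnh6* was misannotated as *kcnh2* in an earlier genome model, and which of these listed genes is the paper's *kcnh6* was not settled here. The ratios were 5.42 for *cacna1c* and 8.28 for *cacna1g*. With a median ratio of 1 they were 2.18 for *kcnh2*, 2.28 for *cacna1c* and 2.74 for *cacna1g*, and at the spike-in level -0.41, 1.23 and -4.20. Of the genes for markers stained in the paper, the ratio was 10.2 for *vegt*, 8.92 for *dand5*, 5.28 for *sox17b.1*, 2.14 for *mixer* and 0.81 for *sox17b.2*, which were activated, and 1.69 for *sox2*, 0.84 for *trim33* and 0.66 for *myod1*, which were repressed. It was -2.17 for *tbxt*, -6.31 for *myf5*, -4.72 for *foxi1*, -3.85 for *foxj1*, -3.76 for *gsc*, -0.14 for *krt* and -0.10 for *ventx2.2*, which were not called. Single time points decided some of these calls. Without the one at 4.5 h the ratio fell below 0 for *sox2* and was -4.86 for *myod1*, without the one at 2.5 h it was -1.77 for *mixer* and -1.35 for *sox17b.2*, and without the one at 0.5 h it was -1.92 for *trim33*. In turn, it was 3.03 for *krt* without the one at 5.5 h and 1.27 for *ventx2.2* without the one at 6 h. At the spike-in level it was -1.04 for *sox2*, -1.73 for *myod1*, -0.91 for *mixer* and -0.52 for *sox17b.2*, and 5.06 for *trim33*. With a median ratio of 1 it was 2.74 for *sox2*, 0.86 for *myod1*, 4.57 for *trim33* and 3.65 for *krt*, and -1.20 for *mixer* and -3.15 for *sox17b.2*. With limma and the time point as a block, *tbxt* (adjusted p = 0.00233) and *foxj1* (0.0457) were higher in high K+. By that test *sox2* (0.83), *myod1* (0.886), *mixer* (0.0584) and *trim33* (0.0514) stayed above 0.05. Time points of 1 time course are not independent replicates in it. The paper scored these markers by staining in regions of the embryo, while RNA of whole embryos was measured here. It stained *dand5* in *kcnh6*-depleted embryos at stages after the last sample, and sox17β in animal caps. These calls therefore do not test its stainings.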
